# Sarcopenic Obesity in Children: An Emerging Complication Evidenced by Clinical Data and a Juvenile Mouse Model

**DOI:** 10.1002/jcsm.70278

**Published:** 2026-04-17

**Authors:** Senjie Wang, Wei Zhang, Zhewen Qin, Xuelian Zhou, Chuqing Xue, Dan Wang, Xinyi Liang, Zixin Zhang, Shumin Zhan, Shan Wang, Wei Wu, Junfen Fu, Rahim Ullah

**Keywords:** childhood obesity, high‐fat diet, juvenile mouse model, muscle development, sarcopenic obesity, vitamin C

## Abstract

**Background:**

Sarcopenic obesity (SO) is well‐characterized in older adults, but its impact on muscle development in children remains poorly understood. This study investigated the effects of childhood obesity on musculoskeletal health and the underlying mechanisms.

**Methods:**

We enrolled 1447 children (31.4% girls; median age 11.10 years, IQR 9.39–12.50) for body composition assessment via dual‐energy X‐ray absorptiometry (DXA) and a separate cohort of 349 children (33.2% girls; median age 11.13 years, IQR 9.73–12.80) for grip strength measurement. A juvenile mouse model of high‐fat diet (HFD)‐induced obesity was established and compared to an adult‐onset model. Molecular pathways were examined via RNA sequencing and RT‐qPCR. Interventions included dietary reversal and vitamin C supplementation.

**Results:**

In children, the appendicular skeletal muscle mass ratio (ASMR) Z‐score was inversely correlated with BMI‐Z score (*ρ* = −0.369, *p* < 0.001) and body fat percentage (*ρ* = −0.668, *p* < 0.001). According to weight‐specific reference criteria, most of children with obesity exhibited low grip strength (below the 25th percentile). In mice, 4 weeks of HFD feeding in juveniles, but not adults, significantly reduced muscle mass (−6%, *p* < 0.05), muscle fibre diameter (−8%, *p* < 0.001), grip strength (−14%, *p* < 0.01) and rotarod performance (−29%, *p* < 0.05). RNA sequence and RT‐qPCR revealed that HFD suppressed myogenic regulatory factors (e.g., *Myod*, *Myog*) and promoted adipogenic pathways specifically in juveniles. In stark contrast, adult mice showed no such impairments after 4 weeks of HFD. The muscle deficits caused by juvenile obesity were not resolved but persisted even after subsequent dietary weight loss. Vitamin C supplementation effectively mitigated HFD‐induced impairments, increasing muscle fibre diameter (~15%, *p* < 0.001, vs. HFD), grip strength (~10%, *p* < 0.001, vs. HFD) and expression of key myogenic genes (e.g., *Myod*, *Myog*, all *p* < 0.05).

**Conclusions:**

Childhood obesity critically impairs muscle development during the juvenile growth period, driven by transcriptomic reprogramming that suppresses myogenesis. These deficits are persistent and not reversed by weight loss alone. Vitamin C supplementation presents a potential therapeutic strategy to protect muscle health in children with obesity. The juvenile mouse model established herein provides a novel tool for future research into childhood SO.

**Abbreviations**
Adipoq: adiponectin
ASM: appendicular skeletal muscle mass
ASMI: appendicular skeletal muscle mass index
ASMR: appendicular skeletal muscle mass ratio
BIA: bioelectrical impedance analysis
BMI: body mass index
Btg2: B‐cell translocation gene 2
DEGs: differentially expressed genes
DMD: Duchenne muscular dystrophy
DXA: Dual‐energy X‐ray absorptiometry
ECM: extracellular matrix
Fabp4: fatty acid binding protein 4
Fos: Fos proto‐oncogene
GEO: Gene Expression Omnibus
GO: Gene Ontology
H&E: haematoxylin and eosin
HFD: high‐fat diet
IMLA: intramuscular lipid accumulation
IQR: interquartile range
MHCs: myosin heavy chains
MRFs: myogenic regulatory factors
MRI: magnetic resonance imaging
Myf5: myogenic factor 5
Myf6: myogenic factor 6
Myh1: myosin heavy chain 1
Myh2: myosin heavy chain 2
Myh4: myosin heavy chain 4
Myh7: myosin heavy chain 7
Myod: myogenic differentiation 1
Myog: myogenin
NCD: normal chow diet
Nr4a1: nuclear receptor subfamily 4 group A member 1
Pax7: paired box 7
Ppar‐γ: peroxisome proliferator‐activated receptor gamma
RNA‐Seq: RNA sequencing
RT‐qPCR: real‐time quantitative polymerase chain reaction
SC: satellite cell
SEM: standard error of the mean
Skil: SKI‐like proto‐oncogene
SO: sarcopenic obesity
TA: tibialis anterior

## 1 Introduction

Patients with obesity often exhibit reduced muscle mass and function, a health issue that has received increasing attention in older populations. It is estimated that approximately 11% of older adults with obesity worldwide are affected by sarcopenic obesity (SO) [1]. However, standardized diagnostic and therapeutic guidelines for paediatric SO are currently lacking, despite growing recognition of the condition [2, 3]. Reported prevalence rates of SO in children and adolescents range from 5.7% to 69.7% in girls and from 7.2% to 81.3% in boys [4]. This wide variation highlights the absence of uniform assessment methods for muscle mass and function in this population, highlighting the urgent need for more basic and clinical research to elucidate the underlying mechanisms and identify effective clinical management strategies for childhood SO.

Muscle mass and muscle function are two crucial indicators of muscular health [5]. Reliable methods for assessing muscle mass include dual‐energy X‐ray absorptiometry (DXA), bioelectrical impedance analysis (BIA) and magnetic resonance imaging (MRI) [6, 7]; various methods exist for evaluating muscle function, such as handgrip strength, standing long jump and sit‐ups; among these, handgrip strength is a practical and easily implementable clinical test [8, 9]. The appendicular skeletal muscle mass index (ASMI) is a key metric for assessing muscle mass in the diagnostic criteria for SO in adults [10]. Unlike the well‐defined diagnostic cut‐offs for adults (e.g., DXA‐derived ASMI < 7.0 kg/m^2^ for men and < 5.4 kg/m^2^ for women), establishing diagnostic criteria for SO in children and adolescents is challenging due to their dynamic growth and development and the scarcity of large‐scale reference data on muscle mass in healthy children. Several studies have proposed population‐specific reference values based on age and sex [11, 12, 13], involving metrics such as the appendicular skeletal muscle mass ratio (ASMR), ASMI and muscle mass index (MMI). While the clinical accuracy and applicability of these indices in paediatric practice remain to be consolidated [14], they represent significant progress in the field. Similarly, defining appropriate diagnostic cut‐offs for handgrip strength is difficult. A recent study reported weight‐specific grip strength reference curves derived from 4072 healthy Chinese children and adolescents aged 6–18 years [15], providing a valuable reference standard for grip strength assessment in this population. Collectively, these studies lay a foundational basis for assessing muscle mass and function in children with obesity.

Existing mouse or rat models of SO typically require prolonged high‐fat diet (HFD) feeding (often greater than 6 months) to induce the phenotype of reduced muscle mass [16, 17]. This approach is based on the concept of a ‘double hit’ combining aging and nutritional stress [18], where the internal factor of aging and the external factor of HFD synergize to rapidly and prominently induce a classic SO phenotype. However, juvenile rodents lack the intrinsic factor of aging, and there is a conflict between their short juvenile period and the relatively long HFD exposure typically required to induce significant muscle impairment. To the best of our knowledge, a validated juvenile animal model of SO has not yet been established.

This study begins with clinical investigation, enrolling children with normal BMI and obesity to analyse the relationship between childhood obesity and muscle mass/function using DXA for body composition and Jamar dynamometers for upper limb grip strength. We then established a juvenile mouse model of obesity and compared it with an adult‐onset obesity model to dissect the specific impact of HFD‐induced obesity on muscle development during the juvenile period. Finally, we investigated whether weight loss through dietary intervention and a targeted nutritional intervention (e.g., Vitamin C supplementation) could ameliorate muscle developmental impairments in juvenile obese mice.

## 2 Materials and Methods

### 2.1 Study Participants

This study was approved by the Ethics Committee of the Children's Hospital of Zhejiang University School of Medicine (Approval number: 2024‐IRB‐0208‐P‐01) and conducted in accordance with the principles of the Declaration of Helsinki. Written informed consent was obtained from all participants and their parents or legal guardians. The clinical component of this study comprises two independent cohorts:

1. Muscle mass assessment cohort: A retrospective study including children and adolescents who underwent body composition analysis via dual‐energy X‐ray absorptiometry (DXA) at our hospital between 2016 and 2024.
2. Muscle strength assessment cohort: A cross‐sectional study recruiting participants from the endocrinology outpatient clinic between April and October 2024, during which body composition and grip strength were measured concurrently.

### 2.2 Anthropometric Measurements

Body weight was measured to the nearest 0.1 kg using calibrated electronic scales, with participants in light clothing without shoes. Height was measured to the nearest 0.1 cm using a stadiometer, with participants standing upright without shoes. Body mass index (BMI) was calculated as weight in kilograms divided by height in meters squared. Height, weight and BMI values were converted to age‐ and sex‐specific standard deviation scores (SDS) based on World Health Organization reference data [S1]. Waist circumference was measured to the nearest 0.1 cm at the midpoint between the lowest rib and the iliac crest using a non‐stretch tape. Pubertal development was assessed by paediatric endocrinologists using the Tanner staging system [S2].

### 2.3 Muscle Mass Assessment

Body composition, including fat mass, lean mass and appendicular skeletal muscle mass (ASM), was assessed using a DXA scanner (Hologic Discovery Wi, USA) following the standard procedures of the International Society for Clinical Densitometry [S3]. This analysis included all children and adolescents who underwent DXA at our hospital from 2016 to 2024. Participants were excluded based on pre‐defined criteria: (i) presence of skeletal dysplasia; (ii) missing essential anthropometric or DXA data; (iii) medical conditions known to severely affect muscle mass (e.g., spinal muscular atrophy, severe malnutrition); or (iv) declined participation in the hospital's research program. Consequently, 1447 participants were included in the final muscle mass analysis.

To assess relative muscle mass, the ASMR was calculated as follows:

$$\begin{array}{c} \text{Appendicular skeletal muscle mass ratio}\;\left(\text{ASMR}\right)=\\ \;\frac{\text{Appendicular muscle mass}\;\left(\mathrm{kg}\right)}{\text{Weight}\;\left(\mathrm{kg}\right)}\times 100\% \end{array}$$

To account for the effects of age and sex, individual ASMR values were converted to Z‐scores (ASMR‐Z) using reference values established for Chinese children and adolescents by Liu et al. [13].

### 2.4 Muscle Strength Assessment

Upper limb grip strength was assessed using a Jamar plus^+^ dynamometer (ASP Global LLC). With the participant in a standing position and the elbow fully extended, two trials were performed with the dominant hand, and the maximum value (kg) was recorded. To enable standardized comparison, grip strength was evaluated using weight‐specific reference curves, which were derived from a large cohort of 4072 healthy Chinese children and adolescents [15]. This reference defines low grip strength as performance below the 25th percentile (P25). Each participant's measured grip strength was compared against the sex‐ and weight‐matched P25 reference value to determine adequacy.

Body composition for this cohort was additionally assessed via bioelectrical impedance analysis (BIA) using an InBody S10 analyser (Biospace Co. Ltd., South Korea). Metrics obtained included body fat mass, fat‐free mass and muscle mass.

For this arm of the study, 439 participants were initially recruited from the endocrinology outpatient clinic between April and October 2024. Application of the exclusion criteria—(i) physical disability or surgically implanted devices; (ii) age < 6 or > 18 years; (iii) conditions affecting muscle function (e.g., spinal muscular atrophy, dermatomyositis, malnutrition); (iv) recent acute illness; or (v) missing data—resulted in a final sample of 349 children for muscle strength analysis. Childhood obesity was defined according to Chinese national standards [S4]. The final cohort consisted of 93 normal‐weight children and 256 children with obesity.

### 2.5 Animal Care and Grouping

All experimental procedures complied with the National Institutes of Health Guidelines for the care and use of laboratory animals and received approval from the Animal Care and Use Committee of Zhejiang University (ethics code: ZJU20210313). C57BL/6JGpt mice (Strain No. N000013), aged 3 and 8 weeks, were procured from GEMPHARMATECH in Shanghai, China. These mice were accommodated at the Zhejiang University animal facility, maintained under a 12‐h light/dark cycle and provided ad libitum access to food and water. The mice were fed either a normal chow diet (NCD, D12450B, Research Diets Inc., New Brunswick, New Jersey, USA) consisting of 67.3% carbohydrates (70% calories), 19.2% protein (20% calories) and 4.3% fat (10% calories) or an HFD (12492i, Research Diets Inc.) comprising 26.3% carbohydrates (20% calories), 26.2% protein (20% calories) and 34.9% fat (60% calories). The 3‐week‐old and 8‐week‐old C57BL/6J wild‐type mice were distributed into four groups based on diet and age: Juvenile‐NCD group, Juvenile‐HFD group, Adult‐NCD group and Adult‐HFD group, with each group containing eight mice (Figure 2A). For dietary intervention, juvenile‐HFD mice were switched from an HFD to an NCD at 8 weeks of age and maintained on the NCD for an additional 5 weeks, until they reached 13 weeks of age. In contrast, juvenile‐NCD mice continued on the NCD until they also reached 13 weeks. These groups were designated as the HC and CC groups, respectively (Figure 5A). For vitamin C intervention, 24 randomly selected mice were equally divided into three groups: NCD + Water, HFD + Water and HFD + Vitamin C, with the latter receiving vitamin C (6 g/L, A4544‐25G, Sigma‐Aldrich) in their drinking water. The drinking water was refreshed every other day until the conclusion of the experiment (Figure 7A). Only male mice were used in all experiments, and they were randomly assigned to each experimental group.

### 2.6 Assessment of Food Consumption and Protein Intake

Food intake experiments were performed with both NCD and HFD. Mice were housed individually and allowed to acclimatize for 24 h before data collection. An electronic balance with a precision of 0.001 g was used to weigh food, while body weight was determined using a separate balance accurate to 0.01 g. Each animal was provided with a pre‐weighed quantity of diet; after 24 h, the uneaten portion was re‐weighed, and consumption was derived by subtracting the residual from the initial weight. Measurements were carried out over 48 h, and the mean daily intake (g/day) was determined. The energy density was 1.41 kcal/g for NCD and 5.21 kcal/g for HFD. The protein content by weight was 19.2% in NCD and 26.2% in HFD. Daily energy intake (kcal) was computed as: Energy intake = Food intake (g) × Energy density of the diet (kcal/g). Daily protein intake (g) was calculated as: Protein intake = Food intake (g) × Protein content of the diet (weight %).

### 2.7 Assessment of Body Composition in Mice

For the mice, body composition assessment, encompassing both fat and lean mass, was performed using a low‐field nuclear magnetic resonance (NMR) instrument (model QMR06‐090H, manufactured by Suzhou Niumag Analytical Instrument Corporation, China).

### 2.8 Haematoxylin–Eosin (H&E) Staining in Mice

Tibialis anterior (TA) muscle tissue was fixed in 4% paraformaldehyde, and paraffin‐embedded sections (3 μm thick) were prepared. The sections were then stained with H&E following standard protocols [S5]. The slides were then sealed with neutral gum. The stained tissue sections were examined under a microscope (Eclipse Ci‐L, Nikon, Japan), with images captured and analysed using Image‐Pro Plus 6.0 software (Media Cybernetics, USA).

### 2.9 Oil Red O Staining in Mice

Oil Red O staining was used to visualize lipid accumulation. The process began with staining frozen sections of fixed TA muscle tissues with Oil Red O for 8–10 min while shielding them from light. The sections were then washed using standard procedures [S6]. The quality of the staining was assessed under a microscope to ensure proper visualization of lipids. Successful staining was followed by image acquisition and analysis using Image‐Pro Plus 6.0 software.

### 2.10 Assessment of Grip Strength in Mice

Grip strength test in mice was performed using a grip strength meter (Model SA417, Sansbio, China). To conduct the test, mice were allowed to grasp the induction crossbar of the grip strength meter. Once the animals secured a grip on the crossbar, they were gently pulled backward horizontally by the tail until their grip loosened. The peak force exerted just before their grip was released was recorded as the absolute grip strength of the mice's limbs.

### 2.11 Panlab Rotarod Test in Mice

The rotarod test was conducted to evaluate the motor performance of mice using a rotating horizontal rod (Sansbio, Jiangsu, China) in a controlled light and quiet environment. Prior to the main experiment, mice underwent a pre‐training session the day before, which involved two 5‐min trials at a speed of 4 rpm on the rotarod apparatus. On the day of the test, the mice were initially set on the rod at a steady speed of 4 rpm for 10 s. Subsequently, the speed was incrementally increased from 4 rpm to 40 rpm over a period of 300 s. Each mouse performed the test three times, and the average duration they remained on the rod across these three trials was recorded as the result.

### 2.12 Open Field Test in Mice

The open field test was conducted using an open Plexiglas box measuring 45 cm × 45 cm × 45 cm, with an illuminance of 250 lx at the centre [S7]. Mice were placed in one corner of the apparatus and permitted to explore freely for a duration of 5 min. During this time, the total distance travelled and the average speed of each mouse were recorded to assess their locomotor activity and exploratory behaviour. To maintain consistent conditions and prevent olfactory cues from influencing the behaviour of subsequent test subjects, the apparatus was thoroughly cleaned with 75% ethanol between each test.

### 2.13 RNA Sequencing and Data Analysis in Mice

TA muscle tissues were harvested from mice and immediately snap‐frozen in liquid nitrogen. Total RNA was isolated from the muscle using FreeZol reagent (R711‐01, Vazyme), following the manufacturer's protocol, and eluted in 20 μL of sterile water. Bulk RNA sequencing was performed by Novogene Co. Ltd. (Beijing, China). Briefly, mRNA was purified from total RNA using poly‐T oligo‐attached magnetic beads. Fragmentation was achieved using divalent cations at elevated temperatures in First Strand Synthesis Reaction Buffer (5×). First‐strand cDNA was synthesized using random hexamer primers and M‐MuLV Reverse Transcriptase, followed by RNA degradation with RNase H. Second‐strand cDNA synthesis was performed using DNA Polymerase I and dNTP. The cDNA was processed to create blunt ends through exonuclease/polymerase activities, followed by 3′ adenylation and ligation of adaptors with a hairpin loop structure. Library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, USA) and amplified by PCR. The library was quantified using both a Qubit 2.0 Fluorometer and an Agilent 2100 Bioanalyzer. After confirming the insert size, qRT‐PCR was performed to accurately determine the effective concentration of the library, ensuring a concentration greater than 2‐nM Sequencing was conducted on the Illumina NovaSeq 6000 platform, generating 150 bp paired‐end reads. Sequencing utilized the Sequencing by Synthesis (SBS) method with four fluorescently labelled dNTPs, DNA polymerase and sequencing primers. Raw sequencing data were processed on the Galaxy platform (https://usegalaxy.org/). Quality control was performed using FastQC (version 0.12.1), and low‐quality reads were trimmed using Cutadapt (version 4.9). After quality control, reads were aligned to the mouse reference genome (GRCm38/mm10) using RNA STAR (version 2.7.11a) [S8]. Gene expression was quantified with featureCounts (version 2.0.3) [S9], referencing Gencode version 20 annotations [S10]. Differential expression analysis was carried out using the DESeq2 package (version 1.42.0) in R (version 4.2.2), with genes identified as differentially expressed genes (DEGs) based on a |log2FC| > 0.5 and *p*‐value < 0.05. Pathway enrichment analysis, including Gene Ontology (GO) terms, was performed using the ClusterProfiler package (version 4.10.1) in R. Venn diagrams for data visualization were generated using an online tool [S11].

### 2.14 RNA Isolation and Real‐Time Quantitative PCR (RT‐qPCR) in Mice

Total RNA was extracted from the TA muscle of mice using FreeZol reagent (R711‐01, Vazyme), following the manufacturer's protocol. The isolated RNA was then reverse‐transcribed to cDNA utilizing the HiScript II Q RT SuperMix (R222‐01, Vazyme). RT‐qPCR was conducted using ChamQ Universal SYBR qPCR Master Mix (Q711‐02, Vazyme). The relative expression levels of the target genes were quantified using the 2^−△△Ct^ method, with GAPDH serving as the internal control to normalize the expression of target genes, as validated in models [S12, S13]. The specific RT‐qPCR primers used were detailed in Table S1.

### 2.15 Statistical Analyses

For statistical analyses, various software tools were utilized, including GraphPad Prism (version 8.01, GraphPad Software), SPSS (version 24, IBM SPSS Statistics) and R (version 4.5.1).

For the clinical data, descriptive data are presented as medians with interquartile ranges (IQR) for continuous variables due to their non‐normal distributions, whereas categorical variables are expressed as frequencies and percentages. Differences between the two groups (Non‐SO vs. SO) were assessed using the Mann–Whitney *U* test for continuous variables and Fisher's exact test for categorical variables. In animal experiments, outliers were first excluded using the Iterative Grubbs test. Normality of the data was evaluated using the Shapiro–Wilk test, while homogeneity of variances was assessed with Levene's test or Mauchly's test of sphericity. Data comparisons were performed using an unpaired two‐tailed Student's *t*‐test for normally distributed data and either an unpaired two‐tailed Mann–Whitney rank‐sum test or a Wilcoxon signed‐rank test for non‐normally distributed data. For comparisons among three or more groups with normally distributed data and equal variances, one‐way or two‐way ANOVA was used, followed by Sidak's post hoc test. For comparisons involving three or more groups with non‐normally distributed data, the Kruskal–Wallis one‐way ANOVA on ranks was applied, followed by a Bonferroni post hoc test. The investigators conducted experiments and analyses while blinded to the conditions to ensure unbiased results. All data were presented as means ± SEM. A *p*‐value of less than 0.05 was deemed statistically significant.

## 3 Results

### 3.1 Appendicular Skeletal Muscle Mass Ratio Is Inversely Associated With the Degree of Obesity in Children

This study retrospectively enrolled children and adolescents aged 3–18 years who underwent dual‐energy X‐ray absorptiometry (DXA) scanning at our hospital's endocrinology department between 2016 and 2024. After applying pre‐defined exclusion criteria (e.g., missing data, skeletal dysplasia), a total of 1447 participants were included in the muscle mass analysis (participant characteristics are shown in Table S2). The median age of this cohort was 11.10 years (IQR: 9.39–12.50), with boys comprising 68.6%. As DXA scans were primarily indicated for obesity assessment, the overall prevalence of obesity in this study population was high. The median BMI was 27.97 kg/m^2^ (IQR: 25.54–31.02), and the median BMI‐Z score was 2.93 (IQR: 2.51–3.49). Regarding body composition, the median fat mass was 6.431 kg (IQR: 5.218–8.230), median body fat percentage was 45.50% (IQR: 41.74%–49.56%) and the median ASMR was 22.68% (IQR: 20.81%–24.62%).

We conducted Spearman's rank correlation analysis to evaluate ASM in relation to BMI‐Z score and body fat percentage. Absolute ASM showed a non‐monotonic association with BMI‐Z score (*ρ* = −0.019, *p* = 0.474; Figure S1A) and body fat percentage (*ρ* = −0.266, *p* < 0.001; Figure S1B), with higher absolute muscle mass observed in most children with obesity compared to normal‐weight children. The recently updated Asian Working Group for Sarcopenia guidelines propose the ASM/BMI index as a novel diagnostic criterion [14]. Applying this index to our paediatric cohort, we observed a negative correlation with BMI‐Z score (*ρ* = −0.363, *p* < 0.001; Figure S1C) and an even stronger inverse association with body fat percentage (*ρ* = −0.467, *p* < 0.001; Figure S1D). The ASMR is recommended for assessing muscle quality in children [7]. To account for the effects of age and sex, individual ASMR values were converted to Z‐scores (ASMR‐Z score) using reference values for Chinese children and adolescents established by Liu et al. [13]. Spearman's rank correlation analysis was used to assess the associations of ASMR‐Z score with BMI‐Z score and body fat percentage. The results revealed a negative correlation between ASMR‐Z score and BMI‐Z score (*ρ* = −0.369, *p* < 0.001, Figure 1A) and a stronger negative correlation with body fat percentage (*ρ* = −0.668, *p* < 0.001, Figure 1B).

**FIGURE 1:**
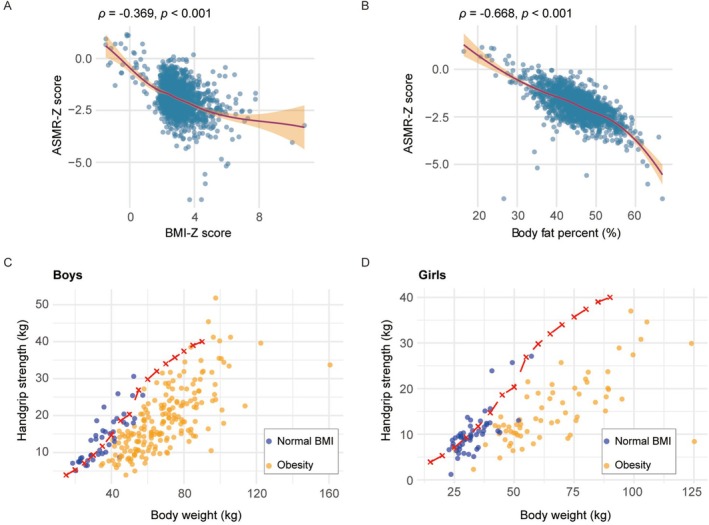
Assessment of muscle mass and grip strength in children and adolescents. (A and B) Spearman correlation analysis between the Z‐score of appendicular skeletal muscle mass ratio (ASMR) and BMI‐Z score (A) and body fat percentage (B) in 1447 children and adolescents (A: *ρ* = −0.369, *p* < 0.001; B: *ρ* = −0.668, *p* < 0.001). The ASMR‐Z score was calculated based on published reference values from 10 818 healthy Chinese children, matched for sex and age [13]. (C and D) Grip strength distribution in 349 children and adolescents, stratified by boys (C) and girls (D). The red dotted lines represent the 25th percentile (P25) of weight‐specific grip strength derived from a reference cohort of 4072 healthy Chinese children [15]. Data points below this line indicate low grip strength for a given body weight.

### 3.2 Upper Limb Muscle Strength Is Generally Inadequate in Children With Obesity

To further investigate whether this reduced muscle mass ratio translates into functional impairment, we next assessed grip strength. The cross‐sectional study was conducted prospectively from April to October 2024, recruiting children and adolescents aged 6–18 years from our hospital's endocrinology outpatient clinic and measuring their upper limb grip strength and body composition. Based on inclusion and exclusion criteria, data from 349 participants were analysed (Table S3). The median age of this cohort was 11.13 years (IQR: 9.73–12.80), with boys comprising 66.8%. According to paediatric obesity diagnostic criteria, 256 children were classified into the obesity group and 93 into the normal BMI group. Given the significant differences in age and sex distribution between two groups (both *p* < 0.001, Table S3), a fair comparison was made using the sex‐ and weight‐specific grip strength reference curves for healthy Chinese children proposed by Li et al. [15]. This study recommends using weight‐specific percentile curves, with the 25th percentile (P25) as the cut‐off point for low grip strength. Grip strength results showed that the vast majority of children with obesity (both boys and girls) had grip strength values below the P25 reference line corresponding to their sex and weight (Figure 1C,D). In contrast, children in the normal BMI group generally exhibited higher grip strength levels than the obesity group, with most values lying above the P25 reference line (Figure 1C,D). This indicates that children and adolescents with obesity commonly exhibit inadequate upper limb grip strength relative to their body weight.

### 3.3 Four Weeks of High‐Fat Diet Feeding Induces Obesity and Impairs Lean Mass and Muscle Function in Juvenile Mice

To investigate whether childhood obesity during the developmental stage causally impairs muscle, we established a juvenile mouse model by exposing 3‐week‐old post‐weaning mice to a 60% HFD for 4 weeks (Figure 2A). Food, energy and protein intake were assessed at 3 and 7 weeks of age. Compared with controls, HFD‐fed mice exhibited lower 24‐h food intake (Figure S2A) but higher total energy intake after caloric normalization (Figure S2B). Protein intake, calculated based on dietary protein content, did not differ between groups (Figure S2C). Body composition was assessed at 7 weeks of age. Analysis revealed significant increases in body weight (Figure S2D), total body fat mass (Figure 2B) and body fat percentage (Figure S2E) in HFD‐fed mice compared to NCD controls. Fat‐free mass was not significantly different between groups (Figure S2F), but both total lean mass (Figure S2G) and the gain in lean mass from 3 to 7 weeks of age (Figure 2C) were significantly lower in the HFD group.

**FIGURE 2:**
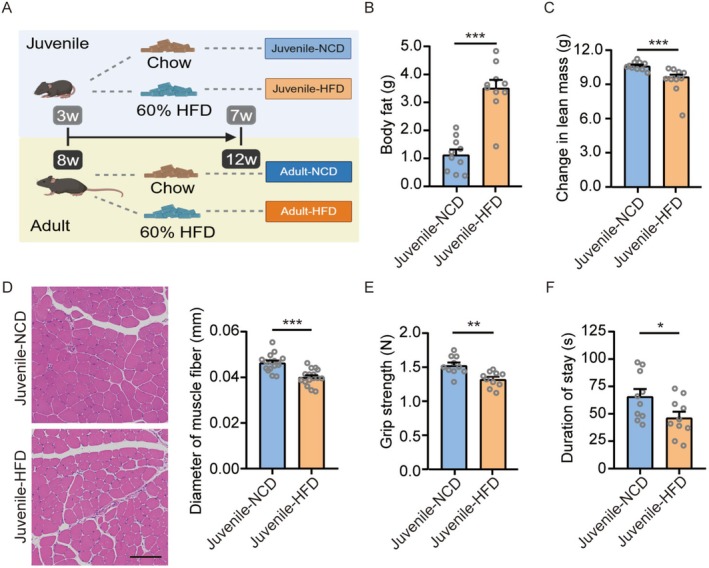
Four weeks of high‐fat diet feeding induces an obese phenotype and concomitant impairments in muscle mass and function in 3‐week‐old weanling mice. (A) Schematic diagram of the feeding regimens for the juvenile and adult obesity mouse models. (B) Body fat mass of juvenile mice at 7 weeks of age (*n* = 10 mice/group). (C) Change in lean mass in juvenile mice from 3 to 7 weeks of age (*n* = 10 mice/group). (D) Representative H&E‐stained sections of TA muscles from juvenile mice (scale bar = 100 μm), with quantification of muscle fibre diameter (*n* = 8 mice/group). (E) Muscle strength assessed by grip strength test in juvenile mice (*n* = 10 mice/group). (F) Motor performance assessed by the rotarod test in juvenile mice with latency to fall (*n* = 10 mice/group). Values are presented as mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001.

To further explore the structural and functional consequences of HFD‐induced obesity in juvenile mice, we performed histological and functional assessments of skeletal muscles. H&E staining revealed that HFD feeding reduced the diameter (Figure 2D) and average cross‐sectional area (Figure S2H) of muscle fibres in the TA muscle of juvenile mice. To evaluate muscle function, we conducted grip strength tests to measure muscle strength and the rotarod test to assess motor coordination and performance. HFD feeding resulted in reductions in absolute grip strength (Figure 2E), as well as relative grip strength normalized to either body weight or lean mass (Figure S2I,J). Furthermore, in the rotarod test, HFD‐fed mice exhibited impaired motor performance, indicated by significant reductions in both the latency to fall (Figure 2F) and the maximum speed achieved on the rotating rod (Figure S2K). We subsequently assessed general locomotor activity using the open field test, which revealed no significant differences between the HFD and NCD groups (Figure S2L,M).

### 3.4 Four Weeks of High‐Fat Diet Feeding Induces Obesity but Does Not Affect Lean Mass or Muscle Function in Adult Mice

Next, we aimed to determine whether similar muscular alterations occur in adult mice after 4 weeks of HFD feeding. Eight‐week‐old mice were fed an HFD for 4 weeks, and their body composition was analysed at 12 weeks of age (Figure 2A). While HFD feeding similarly resulted in increased body weight (Figure S3A), body fat mass (Figure S3B) and body fat percentage (Figure S3C) in adult mice, it did not significantly alter fat‐free mass (Figure S3D), total lean mass (Figure S3E) or the gain in lean mass during this period (Figure S3F). H&E staining showed that HFD feeding did not influence the diameter or average cross‐sectional area of muscle fibres in adult mice (Figure S3G–I). Paradoxically, in adult mice, HFD feeding increased both absolute grip strength (Figure S3J) and relative grip strength normalized to lean mass (Figure S3L). However, no significant effects were observed for grip strength normalized to body weight (Figure S3K), latency to fall or maximum speed on the rotarod (Figure S3M,N) or for total distance travelled and average speed in the open field test (Figure S3O,P). Collectively, these results indicate that 4 weeks of HFD feeding does not impair muscle mass or function in adult mice.

### 3.5 Four Weeks of High‐Fat Diet Feeding Impairs Muscle Development in Juvenile Mice

To further evaluate the effects of an HFD on muscle tissue at the molecular level, we performed RNA sequencing analysis on muscle tissues from HFD‐fed and NCD‐fed juvenile and adult mice. 

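TA muscles of 16 male C57BL/6JGpt mice were sequenced, 4 in each of the Juvenile-NCD, Juvenile-HFD, Adult-NCD and Adult-HFD groups. The diets were started at 3 weeks of age in juvenile mice and at 8 weeks in adult mice and were fed for 4 weeks. The labels of the libraries name the mice by these starting ages and call the NCD a chow diet. The authors purified polyadenylated RNA, read the libraries as paired ends, trimmed the reads with Cutadapt 4.9 and aligned them to the mouse genome GRCm38 with STAR 2.7.11a. They counted reads on genes with featureCounts 2.0.3 and a Gencode annotation, and the deposited values are these counts, whole numbers without normalization, for 55401 genes listed by Ensembl identifier. The paper's text does not name whether the strand of a read was used in counting, nor how reads that map to several places were treated, so a gene that overlaps or resembles another can hold reads of both. Between 13676793 and 18999950 reads per mouse were counted on genes. The median was 15097271.5 in the Juvenile-NCD group, 14576224 in the Juvenile-HFD group, 16168111.5 in the Adult-NCD group and 14444773.5 in the Adult-HFD group. Mitochondrial genes held 9.50% ± 3.31 (SD, n = 4 mice) of the counts in the Juvenile-NCD group and 13.1% ± 1.93 in the Juvenile-HFD group, and 7.66% ± 5.36 and 15.3% ± 3.24 in the corresponding adult groups. Within groups, the mice correlated with Pearson's r between 0.954 and 0.986 across genes, which are not independent replicates. Each pair of mice within a group differed by more than sampling noise, with a chi-square per degree of freedom of at least 7.38. This does not separate differences between mice from technical ones. Counts were scaled between libraries by edgeR's TMM method, with factors between 0.902 and 1.08, and are given as CPM. Each pair of groups was compared on its own 8 mice over the genes that edgeR's default filter kept. On the first principal component of log2 CPM, which held 31.9% of the variance, juvenile mice lay between 16.4 and 44.5 and adult mice between -61.1 and -5.82. Adult-NCD replicate 3 lay at -69.7 on the second component, which held 15.4% of the variance, and had a mitochondrial share of 1.04%.

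**Figure D1:**
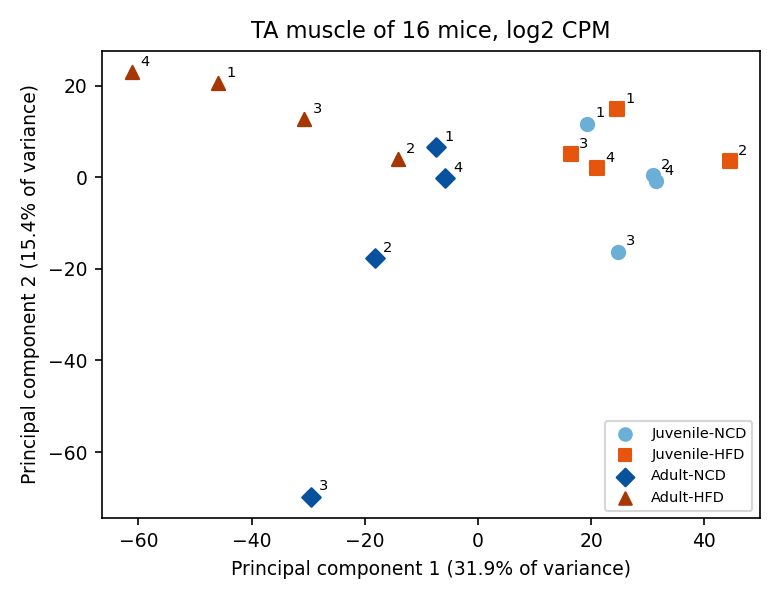
First and second principal components of log2 CPM, as scores, for the 16 mice. Each point is 1 mouse, coloured by group and numbered by replicate, and Adult-NCD replicate 3 lies at -69.7 on the second component.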

Genomic analysis identified a total of 643 differentially expressed genes (DEGs) in juvenile HFD‐fed mice compared to NCD‐fed controls, with 393 genes upregulated and 250 genes downregulated (Figure 3A,B). 

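Of the 14230 genes tested in the 8 juvenile mice, 446 were higher and 292 lower in the Juvenile-HFD group by the thresholds of the paper's methods, an unadjusted p under 0.05 and an absolute log2 fold change over 0.5, with p from edgeR's quasi-likelihood test. An unadjusted p under 0.05 alone was reached by 1784 genes, against 711.5 expected by chance. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), 73 genes were higher and 67 lower, and the groups did not overlap for 73 and 60 of these. Among all genes tested, the groups of 7.13% did not overlap, against 2.86% by chance. Without Juvenile-NCD replicate 2, the genes with an adjusted p under 0.05 came to 31 higher and 33 lower, and without Juvenile-HFD replicate 1 to 93 and 99. Without Juvenile-HFD replicate 3 there were 36 higher and 27 lower, and without Juvenile-NCD replicate 4 or Juvenile-HFD replicate 4 the higher genes came to 39 and 44. The alternative that moved these counts most was to test every gene with at least 1 count, which gave 420 higher and 353 lower genes by adjusted p, and 860 and 615 by the paper's thresholds. The smallest p among the upregulated genes was that of Angptl4, which encodes angiopoietin-like 4 and lies on chromosome 17 of GRCm38 from 33773750 to 33781830. It rose from 2.17 ± 0.511 CPM (SD, n = 4) to 23.0 ± 8.74 CPM, a log2 fold change of 3.40 (standard error 0.26, adjusted p = 9.49e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every Juvenile-HFD mouse had more than every Juvenile-NCD mouse (2-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). Txnip, on chromosome 3 from 96557957 to 96561883, rose from 383 ± 49.5 to 824 ± 76.4 CPM with a standard error of 0.10 on the log2 scale, although 19.4% of its exon bases overlap another gene. Of the downregulated genes, Slc25a25, on chromosome 2 from 32414487 to 32451445, fell from 408 ± 93.7 to 108 ± 26.0 CPM. Jund, an AP-1 gene on chromosome 8 from 70698949 to 70700616 with 52.6% of its exon bases shared with another gene, fell from 66.9 ± 5.51 to 30.7 ± 4.43 CPM. Each of these had an adjusted p of 3.73e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as had Ier5, which fell by 1.77 on the log2 scale. Ppp1r27 fell by 0.84 (adjusted p = 0.00110 by edgeR's quasi-likelihood test).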

Notably, Gene Ontology (GO) enrichment analysis revealed that the upregulated genes were predominantly involved in lipid oxidation and metabolic pathways, whereas the downregulated genes were primarily associated with muscle development processes (Figure 3C). 

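No GO annotation was used here, and the processes the paper names were represented by lists of genes written by hand. They were tested with camera, which compares the mean test statistic of a list's genes with that of all other tested genes. It does not use ranks, so a few strongly changed genes can move it. A correlation of 0.01 between genes was preset, and 2-sided p were adjusted by Benjamini-Hochberg over 8 lists. Of the 49 lipid oxidation genes, 45 were higher and 4 lower in the Juvenile-HFD group, with a median log2 fold change of 0.46 and an adjusted p of 3.85e-54 from camera. The list's mean log2 CPM, relative to the mean of all 16 mice, was -0.32 ± 0.07 (SD, n = 4) in the Juvenile-NCD group and 0.25 ± 0.10 in the Juvenile-HFD group, without overlap. By the paper's thresholds 21 of the 49 genes were upregulated, against 1.54 expected (adjusted p = 6.68e-19, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 7 such tests). An adjusted p under 0.05 was reached by 22 of them over all genes tested and by 37 when adjusted over the list alone. Apart from Angptl4, the smallest p were those of Ech1 (log2 fold change 0.84, standard error 0.10, adjusted p = 0.00136), Lipe (0.91, 0.11, 0.00216), Pdk4 (1.84, 0.24, 0.00276), Fabp3 (1.17, 0.16, 0.00393) and Cd36 (0.68, 0.10, 0.00453), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the transcript of Fabp3, 24.3% is sequence shared with its pseudogene Fabp3-ps1, which rose by 1.23, and 15.6% of the exon bases of Lipe overlap another gene. Of the 65 muscle development genes tested, 46 were lower and 19 higher in the Juvenile-HFD group, with a median log2 fold change of -0.11 and an adjusted p of 1.36e-07 from camera. The list stood at 0.36 ± 0.09 in the Juvenile-NCD group and at 0.02 ± 0.11 in the Juvenile-HFD group, again without overlap. The paper's thresholds called 14 of its genes downregulated, against 1.33 expected (adjusted p = 5.75e-11, Fisher's exact test), and 1 upregulated. Over all genes tested, 6 of its genes were lower at an adjusted p under 0.05, and adjusted over the list alone 15 were lower and 1 higher. Those 6, Myog, Myf6, Btg2, Fos, Skil and Nr4a1, are the genes the paper shows in Figure 4A from these libraries, so the second count is not independent evidence for them. The calls of the lipid oxidation and the muscle development list held with fry (adjusted p = 0.00241 for each) and with the correlation estimated from the data (0.00528 for each). The alternative that moved the muscle development list most was Reactome's muscle development set of 20 matched genes, with an adjusted p of 0.582 from camera, the upper end of a range from 2.78e-13 over 13 alternatives. The list holds 7 immediate-early genes, which respond within minutes to stress and activity. Without these and the 6 genes of Figure 4A, a choice made after the data had been seen, 36 of 55 genes were lower, with a median of -0.06 and an adjusted p of 0.0364 from camera, and no gene had an adjusted p under 0.05 over all genes tested.

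**Figure D2:**
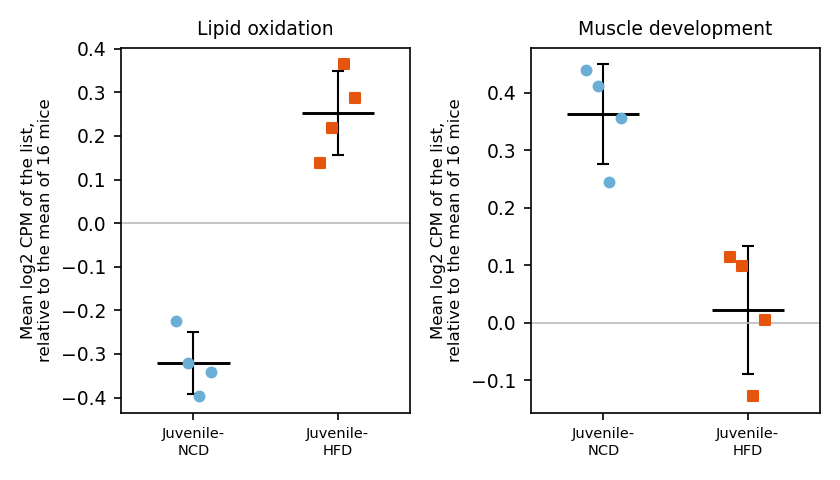
Mean log2 CPM of the lipid oxidation list (left) and the muscle development list (right) in the juvenile groups, relative to the mean of the 16 mice. Points are mice, lines are group means and bars are 1 SD, and the 4 Juvenile-HFD mice do not overlap the 4 Juvenile-NCD mice in either list.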

In adult mice, 854 DEGs were identified in response to HFD feeding, comprising 333 upregulated and 521 downregulated genes compared to the NCD group (Figure S4A,B). 

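Of the 13940 genes tested in the 8 adult mice, 386 were higher and 690 lower in the Adult-HFD group by the paper's thresholds. With p from edgeR's quasi-likelihood test, 2129 genes reached an unadjusted p under 0.05, against 697 expected by chance. After Benjamini-Hochberg adjustment over all genes tested, 28 were higher and 7 lower at an adjusted p under 0.05 by edgeR's quasi-likelihood test, all of them without overlap between the groups. The share of genes without overlap was 10.1%, where 2.86% is the share by chance. Upregulated genes thus made up 35.9% of the calls by the paper's thresholds and 80% of those by adjusted p. The latter share was 51.5% without a filter on low counts and 65.4% with DESeq2 on all genes. It was 54.2% without Adult-HFD replicate 2 and 89.5% without Adult-HFD replicate 4. Without Adult-HFD replicate 2 the lower genes came to 965 by the paper's thresholds and 27 by adjusted p, and without Adult-HFD replicate 4 the calls by the paper's thresholds fell to 249 higher and 445 lower. By adjusted p, 5 genes were higher without Adult-NCD replicate 2, 6 without Adult-HFD replicate 1, 12 without Adult-NCD replicate 1, 16 without Adult-NCD replicate 4, 17 without Adult-HFD replicate 4 and 47 without Adult-NCD replicate 3. Leaving out each mouse but Adult-HFD replicate 2 and Adult-NCD replicate 3 gave 2 to 4 lower genes by adjusted p, and leaving out the last gave 12. With all 16 mice in 1 fit, 145 genes were higher and 88 lower by adjusted p. Cyp1a1, which encodes a cytochrome P450 and lies on chromosome 9 from 57687928 to 57703824, fell from 5.35 ± 0.962 CPM (SD, n = 4) to 0.513 ± 0.215 CPM, with at most 10 counts in any Adult-HFD mouse. Its log2 fold change was -3.36 (standard error 0.31, adjusted p = 0.00182, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Actc1, the cardiac actin gene on chromosome 2 from 114047282 to 114053548, fell from 72.4 ± 13.4 to 29.3 ± 1.14 CPM (standard error 0.13, adjusted p = 0.00266 by edgeR's quasi-likelihood test). Among upregulated genes, BC048679 rose from 3.67 ± 0.702 to 18.5 ± 6.57 CPM, with an adjusted p of 0.00551 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.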

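In adult mice, 44 of the 49 genes of the lipid oxidation list were higher and 5 lower in the Adult-HFD group, with a median log2 fold change of 0.57 and an adjusted p of 2.62e-47 from camera, 0.0117 from fry and 0.0400 with the correlation estimated from the data. The list stood at -0.37 ± 0.17 (SD, n = 4) in the Adult-NCD group and at 0.44 ± 0.23 in the Adult-HFD group, on the scale used for juvenile mice and without overlap. The paper's thresholds called 30 of its genes upregulated, against 1.36 expected (adjusted p = 4.95e-34, one-sided Fisher's exact test). Over all genes tested, 14 had an adjusted p under 0.05 and, adjusted over the list alone, 37, by edgeR's quasi-likelihood test. Fabp3, the fatty acid-binding protein gene on chromosome 4 from 130308595 to 130315463, rose from 249.6 ± 30.5 to 921 ± 176 CPM, a log2 fold change of 1.88 (standard error 0.15, adjusted p = 7.86e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of its exon bases, 19.6% overlap another gene, besides the sequence it shares with Fabp3-ps1. The pseudogene, on chromosome 10 from 86731987 to 86732388, rose from 60.3 ± 4.42 to 219 ± 48.8 CPM, and 55.5% of its own sequence is shared. Acsl1, an acyl-CoA synthetase gene on chromosome 8 from 46471037 to 46536051, rose from 313 ± 19.3 to 710.4 ± 120.2 CPM (log2 fold change 1.18, standard error 0.13), with 9.91% of its exon bases overlapping another gene. Lipe, Eci2, Ech1 and Acot2 followed with log2 fold changes of 0.96, 1.14, 0.99 and 3.11 and adjusted p of 0.0118 for the first pair and 0.0148 for the second by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Acot2 shares 21.2% of its sequence with Acot1. Without Adult-NCD replicate 2 the adjusted p of Lipe and Eci2 rose to 0.0722 and those of Ech1 and Acot2 to 0.0849. Of the 8 fits that left out 1 mouse, Lipe and Eci2 stayed under 0.05 in 6, Ech1 in 3 and Acot2 in 4, while Fabp3 and Acsl1 kept theirs under 0.05 in all 8.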

Similar to juveniles, upregulated genes in adults were enriched for lipid oxidation and metabolism. However, the downregulated genes in adults were uniquely associated with extracellular matrix (ECM) organization and cell‐substrate adhesion (Figure S4C).

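Of the 62 ECM genes tested in adult mice, 59 were lower and 3 higher in the Adult-HFD group, with a median log2 fold change of -0.63 and an adjusted p of 1.58e-22 from camera. This call did not hold with fry (adjusted p = 0.0757) or with the correlation estimated from the data (adjusted p = 0.288), the largest of 10 alternatives, which started from 8.23e-37. By the paper's thresholds 27 of the 62 were downregulated, against 3.07 expected (adjusted p = 6.56e-19, one-sided Fisher's exact test). Over all genes tested, 2 had an adjusted p under 0.05, Col5a3 and Ccn2, and adjusted over the list alone 24 had, by edgeR's quasi-likelihood test. The list stood at -0.29 ± 0.05 (SD, n = 4) in the Adult-NCD group and at -1.11 ± 0.63 in the Adult-HFD group (2-sided exact permutation test, p = 0.0571). Adult-HFD replicate 2, at -0.32, lay within the range of the Adult-NCD mice, and replicates 1, 3 and 4 lay at -1.52, -0.90 and -1.71. Col5a3, a type V collagen gene on chromosome 9 from 20770050 to 20815067, fell from 40.2 ± 7.97 to 18.6 ± 3.01 CPM (log2 fold change -1.11, standard error 0.16, adjusted p = 0.0191, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccn2, on chromosome 10 from 24595442 to 24598683 and with 23.2% of its exon bases overlapping another gene, fell from 30.0 ± 6.64 to 12.2 ± 3.17 CPM (-1.29, 0.21, 0.0330). With 1 mouse left out, Col5a3 stayed under 0.05 in 3 and Ccn2 in 4 of 8 fits, and they reached 0.107 and 0.169, each without Adult-HFD replicate 1. Fbn1, Col3a1, Col6a3 and Col15a1 had adjusted p between 0.109 and 0.167, which fell to between 0.00869 and 0.0274 without Adult-HFD replicate 2. Of the exon bases of Fbn1, 20.1% overlap another gene. Of the 33 cell-substrate adhesion genes, 20 were lower and 13 higher in the Adult-HFD group, with a median log2 fold change of -0.09 and an adjusted p of 0.307 from camera, 0.163 from fry and 0.475 with the correlation estimated from the data. The paper's thresholds called 4 downregulated, against 1.63 expected (adjusted p = 0.0783, Fisher's exact test). No gene of the list had an adjusted p under 0.05 over all genes tested by edgeR's quasi-likelihood test, and adjusted over the list alone 2 were lower and 1 higher. Without Adult-NCD replicate 3 the adjusted p of Fisher's exact test was 0.00196 and without Adult-HFD replicate 2 it was 0.00596. With genes called by DESeq2 on all genes, Fisher's exact test also gave an adjusted p under 0.05. Reactome's set of 81 matched genes gave 1.98e-14 from camera and 2.72e-17 from Fisher's exact test, the lower ends of ranges that reached 0.475 and 1 over the alternatives. Vcl, the vinculin gene on chromosome 14 from 20929398 to 21033676 with 25.5% of its exon bases overlapping another gene, had the smallest p of the list and fell from 81.6 ± 11.1 to 58.9 ± 1.01 CPM (log2 fold change -0.47, standard error 0.11, adjusted p = 0.141, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Src, Itga9, Itgb3, Itga11 and Itgb1 had log2 fold changes of -0.72, -0.60, -0.89, -0.79 and -0.22 and adjusted p between 0.182 and 0.325 by the same test. The lists of 49 lipid oxidation and 62 ECM genes, and that of adhesion genes, share the adult mice and so the same spread between them.

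**Figure D3:**
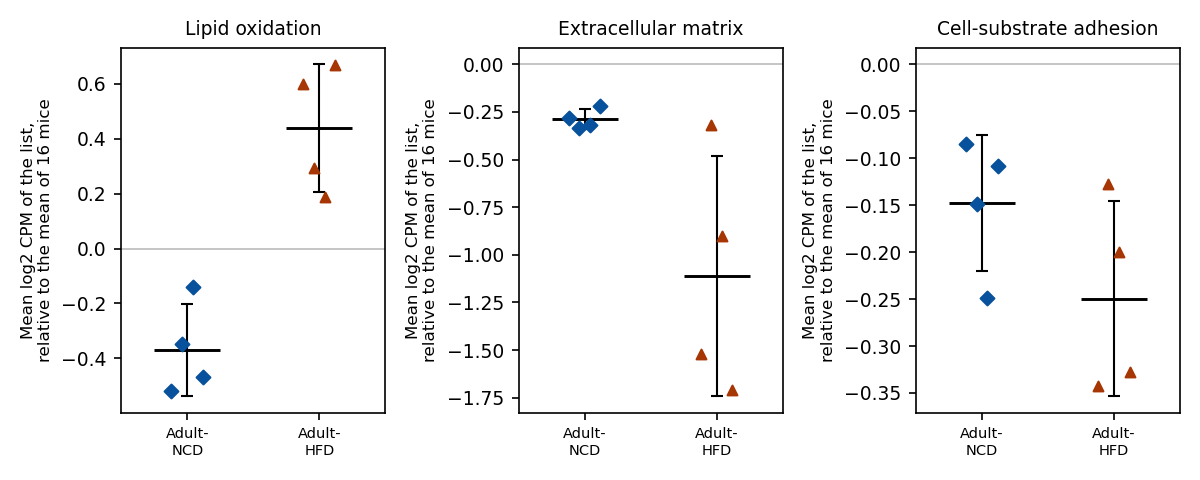
Mean log2 CPM of the lipid oxidation, ECM and cell-substrate adhesion lists in the adult groups, relative to the mean of the 16 mice. Points are mice, lines are group means and bars are 1 SD, and in the ECM list the Adult-HFD mice spread over a range that reaches that of the Adult-NCD mice.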

**FIGURE 3:**
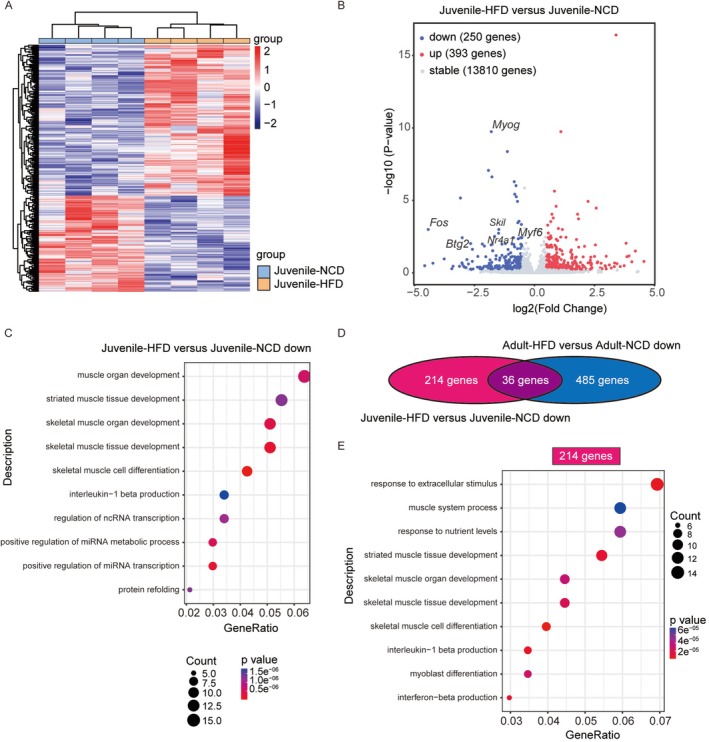
RNA‐Seq analysis of TA muscles from juvenile mice. (A) Heatmap showing differentially expressed genes (DEGs) in juvenile HFD‐fed mice compared to juvenile NCD‐fed mice. (B) Volcano plot displaying 393 upregulated (red) and 250 downregulated (blue) genes in the Juvenile‐HFD group versus the Juvenile‐NCD group. (C) GO enrichment analysis of biological processes for the downregulated genes in the Juvenile‐HFD group compared to the Juvenile‐NCD group. (D) Venn diagram depicting the overlap of downregulated DEGs between juvenile and adult HFD‐fed mice compared to their respective NCD controls. (E) GO enrichment analysis of biological processes for the 214 juvenile‐specific downregulated DEGs. Data are presented from *n* = 4 mice per group.

We subsequently performed an overlap analysis to identify shared and unique DEGs between HFD‐fed juvenile and adult mice compared to their respective NCD controls (Figure 3D). 

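By the paper's thresholds, 46 genes were lower on the HFD at both ages, where 13.5 would be shared by chance among the 13711 genes tested at both (p = 1.72e-13, one-sided Fisher's exact test). A further 246 genes were lower in juvenile mice only and 644 in adult mice only. Genes higher at both ages came to 72, against 11.1 by chance (p = 2.09e-38, Fisher's exact test). In opposite directions, 15 genes were lower in juvenile and higher in adult mice, against 7.46 by chance (p = 0.00820), and 26 were higher in juvenile and lower in adult mice, against 20.1 (p = 0.108), by Fisher's exact test. Being called at 1 age only does not show that the effects differ between the ages. Of the 246 genes, 226 could be tested in adult mice and 128 of these changed in the same direction there, with a median log2 fold change of -0.11. The interaction of diet and age had an unadjusted p under 0.05 for 122 of the 246 genes and an adjusted p under 0.05 for 2 of them, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. Of the 644 genes, 328 of the 633 tested in juvenile mice were lower there as well, with a median of -0.00987, and the interaction had an unadjusted p under 0.05 for 355 and an adjusted p under 0.05 for 0. Across genes, which are not independent replicates, the log2 fold changes of the diet at the 2 ages correlated with Pearson's r of 0.127 and Spearman's rho of 0.128. With genes called by adjusted p in place of the paper's thresholds, the alternative that moved these numbers most, 1 gene was lower at both ages, 66 in juvenile mice only and 6 in adult mice only, and 20 were higher at both. Without Adult-HFD replicate 4 the genes lower in adult mice only came to 405, and without Adult-HFD replicate 2 to 922.

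**Figure D4:**
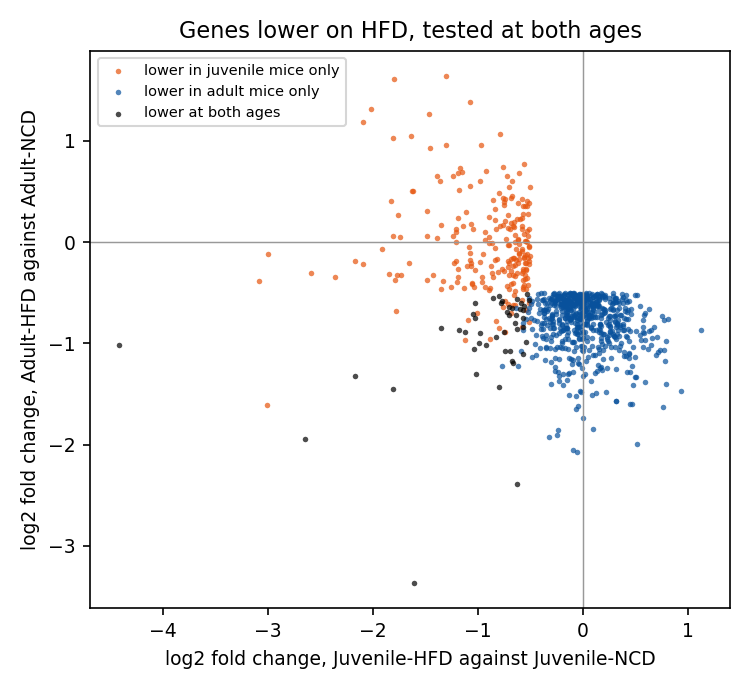
Log2 fold changes on the HFD in juvenile mice (horizontal) and adult mice (vertical) of the genes that the paper's thresholds call lower at 1 or both ages and that were tested at both. Each point is a gene, coloured by whether it was called in juvenile mice only, in adult mice only or at both ages, and the genes called at 1 age scatter around 0 at the other.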

Among the upregulated DEGs, both juvenile and adult HFD groups exhibited enhanced pathways related to lipid metabolism. 

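The 72 genes higher at both ages included Angptl4, Lipe, Ech1 and Fabp3 of the lipid oxidation list. Whether that list responded differently at the 2 ages was tested by the interaction of diet and age over all 16 mice. Its genes rose more in adult mice, 34 of the 49 having a positive interaction and a median of 0.17 on the log2 scale (2-sided adjusted p = 5.39e-05 from camera with Benjamini-Hochberg adjustment). With fry the adjusted p was 0.296 and with the correlation estimated from the data 0.394, the largest of 9 alternatives, whose smallest value was 1.78e-05. No gene of the list had an adjusted p under 0.05 for the interaction over all genes tested, and adjusted over the list alone 3 had. The smallest was that of Acsl1, whose interaction of 0.70 (standard error 0.17) had an adjusted p of 0.179 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Eci2, Acot2, Ppard and Ucp3 had interactions of 0.59, 1.79, 0.52 and 0.98, and Fabp3 of 0.73, with adjusted p between 0.234 and 0.301 by the same test.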

Regarding the downregulated DEGs, 214 juvenile‐specific downregulated DEGs were predominantly linked to muscle development processes (Figure 3E). In contrast, 485 adult‐specific downregulated DEGs were mainly involved in extracellular structure and matrix organization, which were associated with connective tissue processes (Figure S4D).

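Of the 226 genes called lower in juvenile mice only and tested at both ages, 10 belonged to the 65 muscle development genes, against 1.07 expected (adjusted p = 1.15e-07, one-sided Fisher's exact test over the genes tested at both ages). Fos was not among them, since it was lower at both ages by the paper's thresholds. Leaving out any 1 of the 16 mice gave adjusted p between 1.13e-08 and 3.30e-05. Without the immediate-early genes and the 6 genes of Figure 4A, chosen after the data had been seen, the adjusted p was 0.0724, and with Reactome's set it was 0.316, the largest of 11 alternatives, the smallest being 9.30e-08. The other 9 alternatives left it under 0.05. In adult mice, 35 of the 66 genes tested of the list were higher and 31 lower on the HFD, with a median log2 fold change of 0.04 and an adjusted p of 0.874 from camera, 0.845 from fry and 0.897 with the correlation estimated from the data. Its value was -0.17 ± 0.08 (SD, n = 4) in the Adult-NCD group and -0.21 ± 0.05 in the Adult-HFD group (2-sided exact permutation test, p = 0.400). The direction, up by camera, was reversed in 5 of the 8 fits that left out 1 adult mouse, for example without Adult-NCD replicate 1, with adjusted p between 0.547 and 0.987. By the paper's thresholds 8 of its genes were lower and 2 higher, and over all genes tested 1 had an adjusted p under 0.05, Actc1. The genes with the smallest p among those that rose were Vgll2, with a log2 fold change of 0.58 (standard error 0.11, adjusted p = 0.0625), Mef2d (0.44, 0.10, 0.141) and Chrnd (0.98, 0.24, 0.164), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without Adult-NCD replicate 3 or Adult-HFD replicate 2 the adjusted p of Vgll2 was 0.0485 and 0.0452. Cacna1s, Rb1 and Dmd followed with log2 fold changes of 0.48, 0.38 and 0.25, with 20.0% and 14.9% of the exon bases of the first pair overlapping another gene.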

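Of the 633 genes called lower in adult mice only and tested at both ages, 26 belonged to the 62 ECM genes, against 2.86 expected (adjusted p = 8.69e-19, one-sided Fisher's exact test). Each alternative tried kept this under 0.05, up to 4.18e-04 with genes called by adjusted p. All of these were Fisher's exact tests, which treat genes as independent, while the estimated correlation between this list's genes in adult mice was 0.53. With that correlation, camera did not call the list lower in adult mice (adjusted p = 0.288). In juvenile mice, 41 of the 63 ECM genes were higher and 22 lower on the HFD, with a median log2 fold change of 0.09 and an adjusted p of 0.0219 from camera. With fry it was 0.631, with the correlation estimated from the data 0.600 and with all 16 mice in 1 fit 0.142, over a range of alternatives that started at 0.00299. Single mice decided this value, which was 0.809 without Juvenile-NCD replicate 1, 0.0869 without Juvenile-HFD replicate 4, 2.18e-05 without Juvenile-HFD replicate 1, and 0.423 in the opposite direction without Juvenile-HFD replicate 2. The list stood at 0.66 ± 0.27 (SD, n = 4) in the Juvenile-NCD group and at 0.74 ± 0.37 in the Juvenile-HFD group. The juvenile gene with the smallest p, Fbln5, rose by 0.48 on the log2 scale (standard error 0.10, adjusted p = 0.0418, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and left the threshold without any 1 of 7 mice, up to 0.117 without Juvenile-HFD replicate 2. Fbln2, Dcn, Fn1, Bgn and Mfap5 rose by 0.37, 0.55, 0.68, 0.47 and 0.46, with adjusted p between 0.119 and 0.203 by the same test, and without Juvenile-HFD replicate 1 that of Fbln2 was 0.0264.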

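The Juvenile-NCD and Adult-NCD groups were 7 and 12 weeks old when their muscles were taken. Each of the libraries of these groups also served in the diet comparison of its age, so a feature of the 4 Juvenile-NCD libraries enters both the diet comparison in juvenile mice and the comparison of ages. After 4 weeks on the NCD, the groups differed in the mean of several gene lists that stand for tissues and responses, given here as adult minus juvenile on the log2 scale with a 2-sided exact permutation test. Muscle development genes differed by -0.53, ECM genes by -0.94, immediate-early genes by -1.64, heat shock genes by -0.84 and tendon genes by -1.43, each without overlap between the groups. Macrophage genes differed by -0.83 (p = 0.143 by the exact permutation test). By camera with Benjamini-Hochberg adjustment, the muscle development list was lower in adult mice (adjusted p = 4.04e-08), as were the ECM list, with 60 of 63 genes lower and a median of -0.90 (adjusted p = 8.15e-42), and the adhesion list (adjusted p = 5.21e-07), while the lipid oxidation list did not differ (adjusted p = 0.868).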

To elucidate age‐specific gene expression patterns under basal conditions, we compared muscle transcriptomes between NCD‐fed adult and juvenile mice. This analysis identified 1646 DEGs, with 560 genes upregulated and 1086 genes downregulated in adults relative to juveniles (Figure S5A,B). 

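Of the 14243 genes tested in the 8 NCD-fed mice, 657 were higher and 1084 lower in adult mice by the paper's thresholds, with p from edgeR's quasi-likelihood test. Unadjusted p under 0.05 were found for 3229 genes, against 712.15 by chance. At an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 263 were higher and 570 lower, and the groups did not overlap for 259 and 546 of these. For 15.9% of all genes tested the groups did not overlap, where 2.86% is the share by chance. Without Juvenile-NCD replicate 2 the calls by adjusted p fell to 65 higher and 232 lower, and without Adult-NCD replicate 3 they rose to 403 and 747. Without Juvenile-NCD replicate 4 they were 85 and 282, and without Adult-NCD replicate 2 they were 103 and 265. Fewer than 263 genes were higher also without Juvenile-NCD replicates 1 (126) and 3 (141) and without Adult-NCD replicates 1 (161) and 4 (188). DESeq2's test with its independent filtering moved them most among the other alternatives, to 596 and 876. The smallest p was that of Actc1, which fell from 1619 ± 367 CPM (SD, n = 4) in juvenile mice to 74.9 ± 13.6 CPM in adult mice (standard error 0.19, adjusted p = 2.44e-06 by edgeR's quasi-likelihood test). Nr4a3, on chromosome 4 from 48045153 to 48086447, fell from 136 ± 48.6 to 2.34 ± 1.72 CPM (log2 fold change -5.89, standard error 0.45), and Sparc, on chromosome 11 from 55394500 to 55423183, from 1066 ± 118 to 387 ± 34.6 CPM (-1.46, 0.11). These and B230312C02Rik, which fell by 2.28 on the log2 scale, had an adjusted p of 2.15e-04, and Noct, with 29.2% of its sequence shared with Gm42860, had 2.22e-04, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The upregulated genes with the smallest p were Rasd2, Txnip and Pdp1 (log2 fold changes 1.88, 1.09 and 0.79, adjusted p = 5.93e-04 for each), 5930430L01Rik (1.79, 6.08e-04) and Hook1 (0.88, 0.00118), by edgeR's quasi-likelihood test.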

GO enrichment analysis indicated that the upregulated genes in adult mice were associated with amino acid metabolism and xenobiotic metabolic processes (Figure S5C). Conversely, the downregulated genes were enriched for biological processes related to cell proliferation, differentiation and growth‐associated signalling pathways (Figure S5D). This differential expression profile underscores distinct age‐specific molecular adaptations. Collectively, these transcriptomic profiles indicate that HFD feeding in juvenile mice, but not in adults, disrupts the genetic programs essential for muscle development.

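Of the 43 amino acid metabolism genes tested, 32 were higher and 11 lower in adult than in juvenile NCD-fed mice, with a median log2 fold change of 0.26 and an adjusted p of 6.51e-06 from camera. This call held with fry (adjusted p = 0.00174) and with the correlation estimated from the data (0.0247). The list rose from -0.08 ± 0.05 (SD, n = 4) to 0.14 ± 0.05, without overlap. Over all genes tested, 9 of its genes were higher and 2 lower at an adjusted p under 0.05, and adjusted over the list alone 18 and 5. Bcat2, the mitochondrial branched-chain aminotransferase gene on chromosome 7 from 45570153 to 45589711, rose from 42.3 ± 3.67 to 88.6 ± 20.6 CPM (log2 fold change 1.07, standard error 0.15, adjusted p = 0.00355, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 15.9% of its exon bases overlapping another gene. Aldh6a1 (18.6% of its exon bases overlapping) and Bckdhb rose by 0.63 and 0.74, with adjusted p of 0.00291 and 0.00502 by the same test. Ivd, Kyat3 and Dbt rose by 0.56, 0.60 and 0.53, with adjusted p of 0.0144 and, for the last pair, 0.0231. Of the 8 fits that left out 1 mouse, Ivd stayed under 0.05 in 7, Kyat3 in 3 and Dbt in 4, with largest values of 0.0521 without Adult-NCD replicate 2, 0.0844 without Juvenile-NCD replicate 2 and 0.0789 without Juvenile-NCD replicate 4. Of the 40 xenobiotic metabolism genes tested, 27 were higher and 13 lower, with a median of 0.19 and an adjusted p of 7.18e-04 from camera. This held with fry (adjusted p = 0.00950) but not with the correlation estimated from the data (0.0671), the largest of 10 alternatives, whose smallest value was 5.03e-05. The list rose from -0.11 ± 0.04 to 0.03 ± 0.17 (2-sided exact permutation test, p = 0.143), and Adult-NCD replicate 3 lay at -0.23. Over all genes tested, 5 genes were higher at an adjusted p under 0.05 and, adjusted over the list alone, 8. Cyp2d22, on chromosome 15 from 82370527 to 82380260, rose from 21.7 ± 1.65 to 40.0 ± 3.76 CPM (log2 fold change 0.88, standard error 0.11, adjusted p = 0.00144), and Aldh1a1, on chromosome 19 from 20492715 to 20643465, from 102 ± 6.94 to 177 ± 16.8 CPM (0.79, 0.10, 0.00146), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gstt2 rose by 1.16 (adjusted p = 0.00596) and Maob, Ces1d and Nqo1 by 0.57, 0.80 and 0.85 (adjusted p of 0.0316, 0.0355 and 0.0630), by edgeR's quasi-likelihood test. With 1 mouse left out, Maob stayed under 0.05 in 2 of 8 fits and Ces1d in 3, with largest values of 0.0985 without Juvenile-NCD replicate 4 and 0.115 without Juvenile-NCD replicate 2, and Nqo1 was under 0.05 in 1 fit, without Adult-NCD replicate 3 (0.00507), and reached 0.172 in another.

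**Figure D5:**
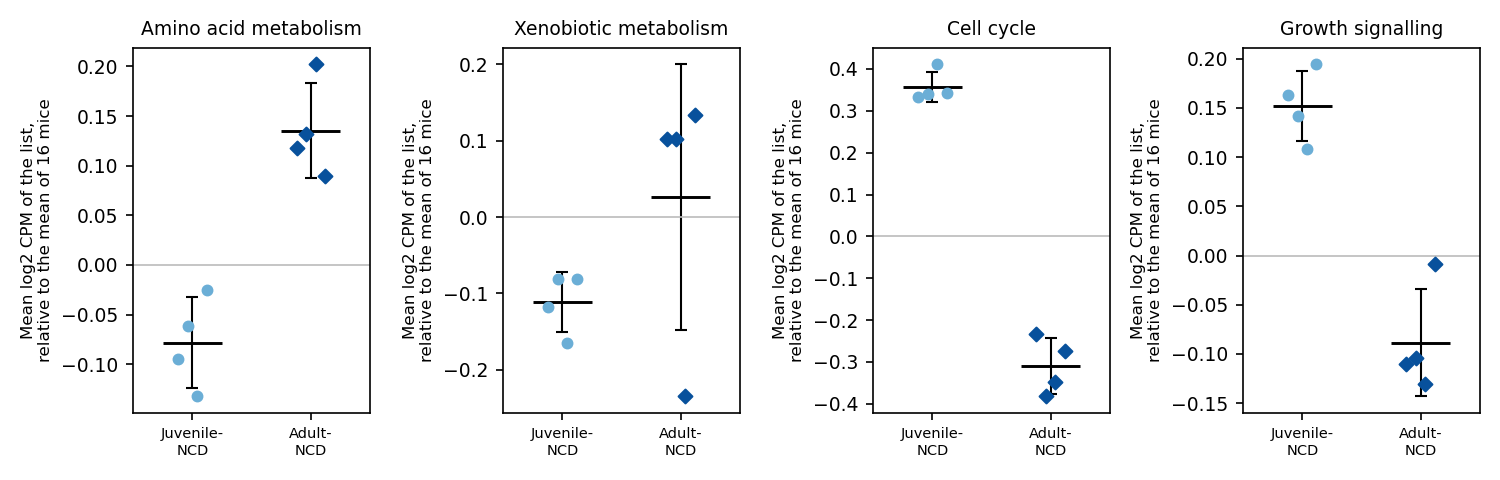
Mean log2 CPM of the amino acid metabolism, xenobiotic metabolism, cell cycle and growth signalling lists in the NCD-fed groups, relative to the mean of the 16 mice. Points are mice, lines are group means and bars are 1 SD, and only the xenobiotic metabolism list shows overlap between the ages.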

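Of the 36 cell cycle genes tested, 28 were lower and 8 higher in adult than in juvenile NCD-fed mice, with a median log2 fold change of -0.45 and an adjusted p of 1.57e-05 from camera. The list fell from 0.36 ± 0.04 (SD, n = 4) to -0.31 ± 0.07. Of the 46 growth signalling genes, 28 were lower and 18 higher, with a median of -0.07 and an adjusted p of 0.00129 from camera, and the list fell from 0.15 ± 0.04 to -0.09 ± 0.05. Neither list overlapped between the ages. With fry the adjusted p were 8.64e-05 and 3.56e-04, and with the correlation estimated from the data 0.00571 and 0.0147. Reactome's cell cycle set gave 0.833 in the opposite direction and its growth signalling set 0.833, the largest of 10 alternatives for each list, which started at 4.14e-13 and 6.63e-05. With genes of at least 10 counts in every mouse the cell cycle list gave 0.0956, since many of its genes have few counts. Over all genes tested, 5 cell cycle genes were lower at an adjusted p under 0.05, and adjusted over the list alone 13 were lower and 2 higher. The growth signalling list had 7 and, over the list alone, 10 lower genes. Mki67, a marker of dividing cells on chromosome 7 from 135689784 to 135716361, fell from 3.06 ± 0.959 to 0.485 ± 0.315 CPM (log2 fold change -2.66, standard error 0.45, adjusted p = 0.00860 by edgeR's quasi-likelihood test), with at most 13 counts in any adult mouse. Ccnd1, on chromosome 7 from 144929931 to 144939925, fell from 16.5 ± 2.06 to 7.26 ± 1.63 CPM (-1.18, 0.18, 0.00508, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 23.4% of its exon bases overlapping another gene. E2f1 fell by 1.62 on the log2 scale (adjusted p = 0.0117), and Kif11 and Top2a by 1.98 and 2.04 (0.0218 and 0.0238), by edgeR's quasi-likelihood test. The last pair rose to 0.0753 and 0.0798 without Adult-NCD replicate 2, and each stayed under 0.05 in 3 of the 8 fits that left out 1 mouse. Kif20a, with 29.3% of its exon bases overlapping another gene, had 0.0539, and 0.0369 without Adult-NCD replicate 4, the only 1 of these fits under 0.05. Hbegf, which encodes an epidermal growth factor ligand on chromosome 18 from 36504927 to 36515805, fell from 40.5 ± 2.46 to 14.4 ± 2.66 CPM (-1.49, 0.14, adjusted p = 4.62e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Irs1 and Irs2 fell by 1.54 and 2.09, with adjusted p of 0.00260 and 0.00297 by the same test, and 30.9% of the exon bases of Irs1 overlap another gene. Igf1 and Tgfb1 fell by 1.71 and 0.83 (0.0183 and 0.0265), and their adjusted p rose to 0.0631 without Juvenile-NCD replicate 4 and 0.0871 without Adult-NCD replicate 2, respectively, and stayed under 0.05 in 5 and 4 of the 8 fits.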

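The difference between the ages was tested by the interaction of diet and age over all 16 mice and 14812 genes, as the log2 fold change on the HFD in adult mice minus that in juvenile mice. Of the muscle development genes, 48 of 66 had a positive interaction, with a median of 0.26 on the log2 scale and an adjusted p of 1.41e-05 from camera. This call held with fry (adjusted p = 9.89e-04) and with the correlation estimated from the data (0.00216). Reactome's set gave 0.976 in the opposite direction, the largest of 12 alternatives, whose smallest was 3.43e-06. Leaving out any 1 mouse kept it at 1.06e-04 or less. Without the immediate-early genes and the 6 genes of Figure 4A, chosen after the data had been seen, 38 of 56 genes had a positive interaction (adjusted p = 0.0162 from camera). No gene of the list reached an adjusted p under 0.05 for the interaction over all genes tested, while adjusted over the list alone 8 did. The ECM list had a negative interaction in 59 of 63 genes, with a median of -0.82 and an adjusted p of 6.96e-22 from camera, which did not hold with fry (0.0784) or with the correlation estimated from the data (0.207). The genes of this list with the smallest p, Fbn1, Lamb1, Tnxb, Loxl1, Lamc1 and Col15a1, had interactions of -1.39, -1.14, -1.14, -0.91, -0.56 and -1.03, with adjusted p between 0.187 and 0.264 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and without Adult-HFD replicate 2 those of Lamb1 and Col15a1 were 0.0146 and that of Fbn1 0.0296. Across all genes, 2 had an adjusted p under 0.05 for the interaction, and 1669 had an unadjusted p under 0.05, against 740.6 expected by chance. They were Per1, a clock gene on chromosome 11 from 69095217 to 69109960 (interaction 1.14, standard error 0.17, adjusted p = 0.0440), and Jun, an AP-1 gene on chromosome 4 from 95049034 to 95052222 (1.80, 0.29, 0.0451), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Per1 kept its adjusted p under 0.05 in 5 and Jun in 4 of the 16 fits that left out 1 mouse, and with DESeq2 48 genes passed. Without Adult-HFD replicate 2 there were 83 genes, without Juvenile-NCD replicate 3 there were 11 and without Juvenile-HFD replicate 1 there were 10. No gene, and so neither Per1 nor Jun, passed with the replicate number as a block or with offsets for GC content and transcript length. The lowest count with 1 mouse left out was also none. Otud1, Nos1 and Irs2 followed with interactions of 2.71, 0.68 and 2.03, and E330009J07Rik, Rab3il1 and Foxc1 with -1.53, -1.18 and -1.41 (adjusted p = 0.109 for each by edgeR's quasi-likelihood test). The paper takes its transcriptomic results together, the diet comparisons at both ages, their overlap and the basal comparison of NCD-fed mice, to indicate a disruption of muscle development programs by the HFD in juvenile and not in adult mice.

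**Figure D6:**
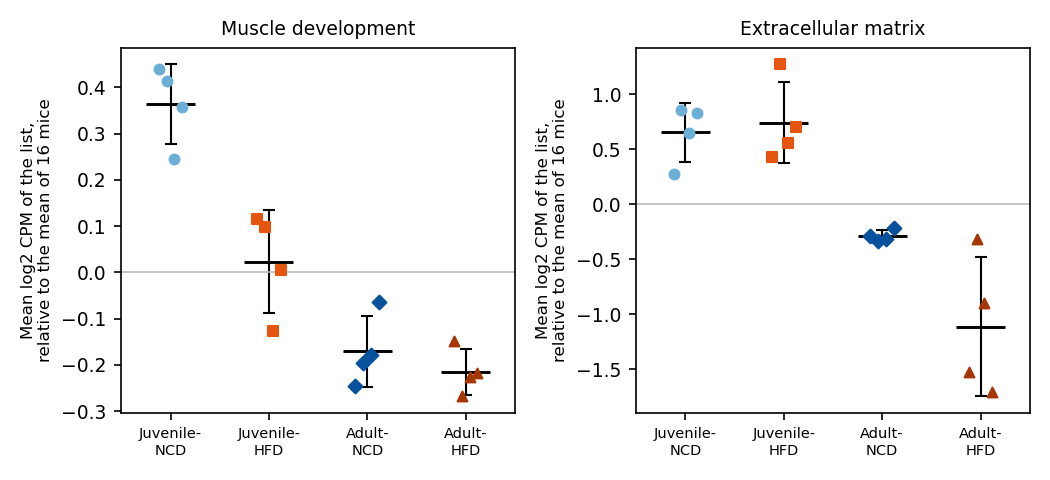
Mean log2 CPM of the muscle development and ECM lists in all 4 groups, relative to the mean of the 16 mice. Points are mice, lines are group means and bars are 1 SD. The muscle development list separates the Juvenile-NCD mice from the other groups, and the ECM list is lowest in 3 of the 4 Adult-HFD mice.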

RNA‐Seq analysis revealed that HFD feeding downregulated genes associated with muscle development, with distinct expression patterns between juvenile and adult mice (Figure 4A,B). 

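Of the 6 genes that the paper's heatmap of myogenic genes shows, Myog encodes myogenin and Myf6 a further myogenic regulatory factor. Myog, on chromosome 1 from 134289989 to 134292548, fell from 13.2 ± 2.01 CPM (SD, n = 4) in Juvenile-NCD mice to 3.79 ± 0.772 CPM in Juvenile-HFD mice, a log2 fold change of -1.79 (standard error 0.18, adjusted p = 3.73e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each juvenile mouse left out in turn, it stayed between -1.92 and -1.68 and the adjusted p under 0.05. Myf6, on chromosome 10 from 107492853 to 107494737, fell from 109 ± 8.23 to 76.1 ± 6.62 CPM (-0.52, 0.09, 0.0117), and without Juvenile-NCD replicate 2 its adjusted p was 0.0537. In adult mice Myog went from 4.33 ± 1.48 to 3.31 ± 0.258 CPM (-0.38, 0.26, 0.490) and Myf6 from 74.7 ± 8.87 to 90.8 ± 14.1 CPM (0.28, 0.13, 0.340). The interaction of diet and age was 1.43 for Myog (standard error 0.31, adjusted p = 0.148) and 0.81 for Myf6 (0.16, 0.109) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the 19 genes the paper measures these were 0.00218 and 0.00147. This is not independent evidence, since the paper shows both genes in Figure 4A from these libraries. With DESeq2 the adjusted p over all genes were 0.0247 and 0.00757, and without Adult-HFD replicate 2 that of Myf6 was 0.0287. In the NCD-fed mice, Myog and Myf6 were lower in adult than in juvenile mice by -1.60 and -0.53 (adjusted p of 0.00447 and 0.0185), and the adjusted p of Myf6 stayed under 0.05 in 5 of the 8 fits that left out 1 mouse and was 0.0750 without Juvenile-NCD replicate 2. Of the other genes the paper measures, Myod1 had a log2 fold change of -0.66 in juvenile mice (standard error 0.21, adjusted p = 0.199 over all genes and 0.0148 adjusted over the list alone), and Myf5, with at most 44 counts in any juvenile mouse, -1.67e-04 (adjusted p = 1.00). Pax7, Myh1, Myh2, Myh4 and Myh7 had log2 fold changes of 0.13, -0.12, 0.45, -0.24 and 0.89 and adjusted p between 0.433 and 0.837. Myh1, Myh2 and Myh4 share 9.68% to 16.6% of their sequence with other genes, mostly with one another, and Myh7 shares 15.3%, mostly with Myh6, and has 13.3% of its exon bases overlapping other genes. Without Juvenile-HFD replicate 1, Myh2 had an adjusted p of 0.0409. Of the adipogenic genes, Fabp4 rose by 0.41 (0.08, 0.0335), which left the threshold without any 1 of 7 mice, up to 0.118 without Juvenile-NCD replicate 4, and Adipoq, Lep, Pparg and Cfd rose by 1.59, 2.28, 0.59 and 1.11 with adjusted p of 0.104, 0.121, 0.105 and 0.279, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block in edgeR's fit, Myod1, Adipoq and Lep had an adjusted p under 0.05 over all genes. With DESeq2's test Lep had 0.0277, while Myod1 had 0.584, Adipoq 0.200, Pparg 0.0876 and Cfd 0.759. By edgeR's test without the block, 6 of the 19 genes were lower and 1 higher in juvenile mice at an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 7 were lower and 5 higher. In adult mice 0 of the 18 tested passed either way, and 1 had an unadjusted p under 0.05.

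**Figure D7:**
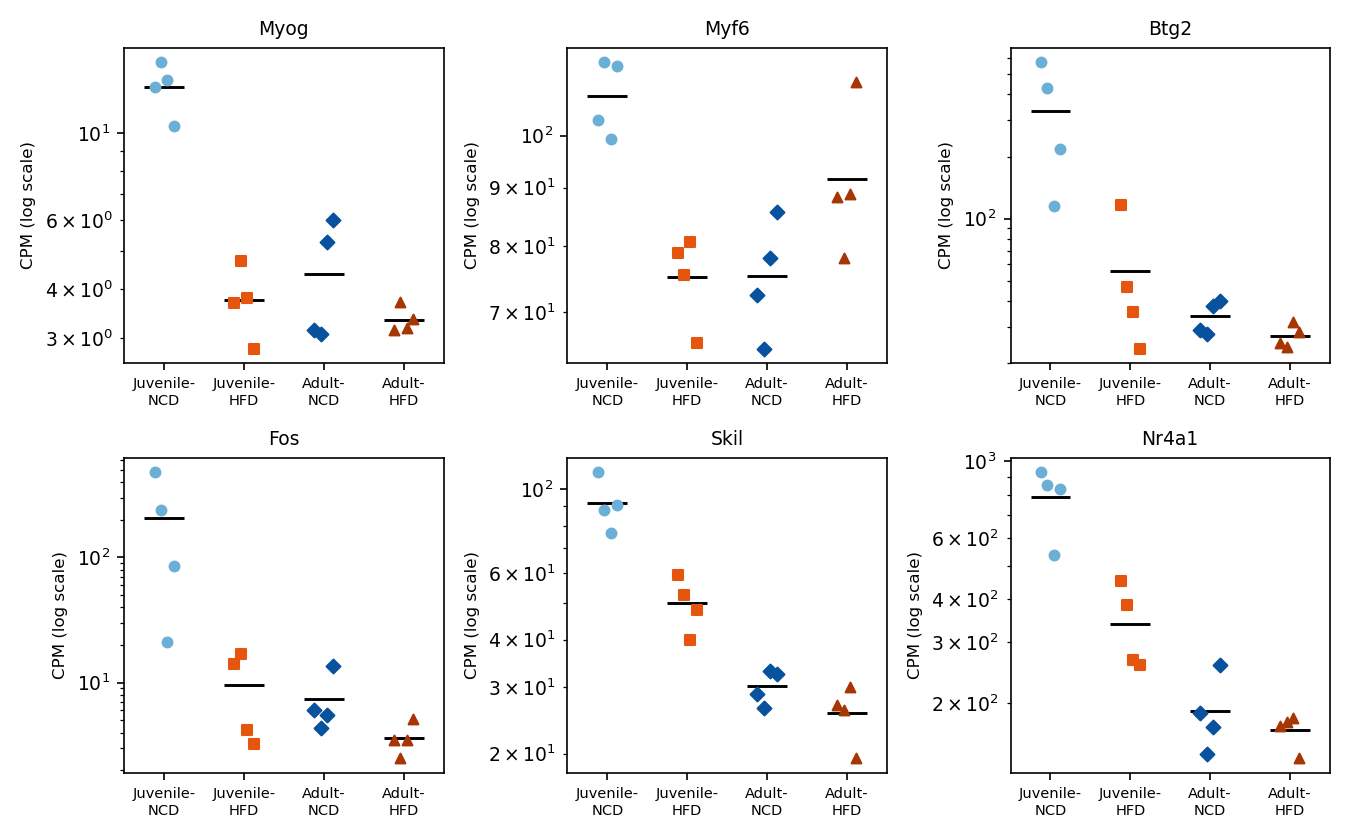
CPM of Myog, Myf6, Btg2, Fos, Skil and Nr4a1 in the 4 groups on a logarithmic axis. Points are mice and lines are group means, and the Juvenile-NCD mice lie highest in each gene, apart from single mice that overlap other groups in Myf6 and Btg2.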

To validate the impairment of muscle development in juvenile obese mice, we performed RT‐qPCR to examine key regulatory genes. Results confirmed significant downregulation of crucial myogenic regulatory factors (MRFs), including *Myf5*, *Myod*, *Myog* and *Myf6*, in juvenile HFD‐fed mice compared to NCD controls (Figure 4C), indicating compromised muscle growth. We next examined the expression of myosin heavy chains (MHCs), key structural components of muscle fibres. Juvenile HFD‐fed mice showed markedly reduced expression of *Myh2* and *Myh4* (markers of type II muscle fibres), while *Myh1* and *Myh7* expression remained unaltered (Figure 4D). Furthermore, expression of potential upstream regulators of MRFs and MHCs—including *Btg2*, *Fos*, *Skil* and *Nr4a1*—was also decreased in HFD‐fed juvenile mice (Figure 4A,E). 

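Skil, on chromosome 3 from 31095058 to 31122577, fell from 92.3 ± 14.4 CPM (SD, n = 4) in Juvenile-NCD mice to 50.4 ± 8.11 CPM in Juvenile-HFD mice (log2 fold change -0.87, standard error 0.13, adjusted p = 0.00592 by edgeR's quasi-likelihood test). Nr4a1, on chromosome 15 from 101254269 to 101274795, fell from 794 ± 174 to 344 ± 93.6 CPM (-1.21, 0.19, 0.00892, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both kept an adjusted p under 0.05 with any 1 juvenile mouse left out, up to 0.0252 and 0.0388. Fos, on chromosome 12 from 85473890 to 85477273, fell from 208 ± 206 to 9.70 ± 6.95 CPM (-4.42, 0.79, 0.0182), without overlap although the Juvenile-NCD mice varied widely, and its adjusted p was 0.0720 without Juvenile-HFD replicate 3 and 0.0614 without replicate 4. Btg2, on chromosome 1 from 134075170 to 134079120, fell from 337 ± 209 to 56.1 ± 42.4 CPM (-2.59, 0.51, 0.0288 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with overlap between the groups (2-sided exact permutation test, p = 0.0571). It left the threshold in 5 of the 8 fits that left out 1 mouse, with 0.0586, 0.0895, 0.0850, 0.0988 and 0.0763 without Juvenile-NCD replicates 1 and 2 and Juvenile-HFD replicates 2, 3 and 4. In adult mice Btg2, Fos, Skil and Nr4a1 had log2 fold changes of -0.31, -1.02, -0.23 and -0.18 and adjusted p of 0.355, 0.265, 0.441 and 0.607, and without Adult-NCD replicate 4 the log2 fold change of Nr4a1 was 0.00138. The interaction of diet and age was 2.29, 3.41, 0.65 and 1.03, with adjusted p between 0.234 and 0.264 over all genes and between 0.00904 and 0.0163 adjusted over the list alone, which is not independent evidence. Without Juvenile-HFD replicate 1 the interaction of Btg2 had an adjusted p of 0.0490 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.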

Given the association between intramuscular lipid accumulation (IMLA) and impaired muscle structure and function [19], we assessed the expression of key adipokines and adipogenic factors. HFD‐fed juvenile mice exhibited elevated mRNA levels of *Adipoq* (*adiponectin*), *Leptin*, *Fabp4* and *Ppar‐γ*, whereas *Adipsin* expression was unchanged (Figure 4F). Consistent with this pro‐adipogenic shift, Oil Red O staining of muscle sections revealed a significantly larger lipid‐positive area in the HFD group compared to NCD controls (Figure S6A,B).

**FIGURE 4:**
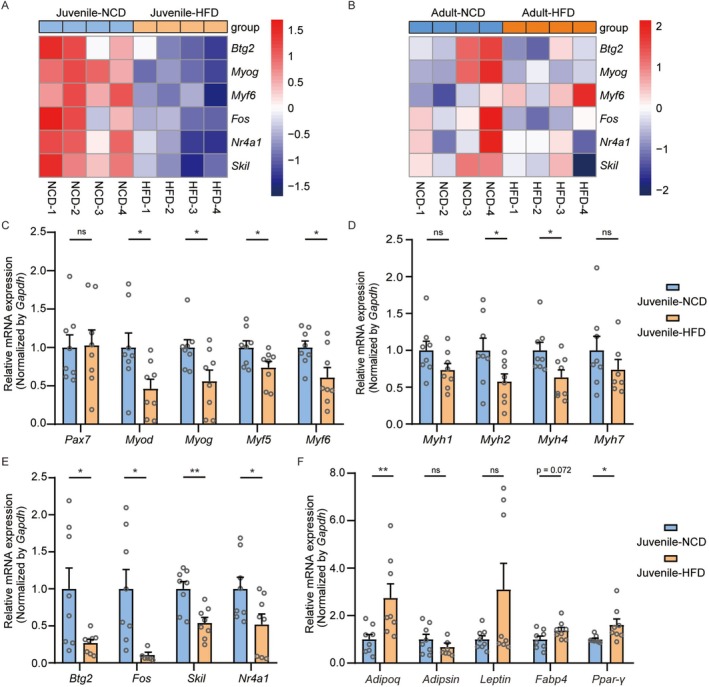
Juvenile HFD‐fed mice exhibit suppressed myogenic and enhanced adipogenic gene expression. (A and B) Heatmap showing expression of myogenic genes in juvenile and adult mice (*n* = 4 mice/group). (C–F) Gene expression levels in the TA muscle of juvenile mice (*n* = 8 mice/group unless noted otherwise): (C) mRNA levels of myogenic regulatory factors (MRFs); (D) mRNA levels of myosin heavy chains (MHCs; for *Myh7*, Juvenile‐HFD: *n* = 7); (E) mRNA levels of potential myogenic regulators (for *Fos*, Juvenile‐HFD: *n* = 6); (F) mRNA levels of adipogenic factors (for *Adipsin*, Juvenile‐HFD: *n* = 7). Values are mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001.

In contrast, HFD feeding in adult mice did not significantly affect the expression of MRFs (Figure S7A), MHCs (Figure S7B), *Btg2*, *Fos*, *Skil*, *Nr4a1* (Figure S7C) or most adipogenic factors except for *Adipoq* (Figure S7D). Collectively, these findings demonstrate that an HFD impairs muscle growth and function in juvenile mice by downregulating key myogenic factors and promoting intramuscular adipogenesis, whereas these effects are largely absent in adult mice.

### 3.6 HFD‐Induced Muscle Impairments in Juvenile Mice Persist After Weight Loss Through Dietary Intervention

Given that the HFD‐induced muscular impairments during juvenility appear to be persistent, we sought to determine whether a dietary intervention initiated after the establishment of obesity could reverse these deficits. Juvenile mice initially fed an HFD were switched to an NCD at 8 weeks of age (HC group) and maintained on this diet until 13 weeks (Figure 5A). At 13 weeks, the HC group exhibited significantly lower body weight than mice continuously fed an NCD (CC group) (Figure 5B), confirming successful weight loss. Body composition analysis showed that total body fat and body fat percentage were comparable between the CC and HC groups (Figure S8A,B). However, the HC group displayed significant reductions in fat‐free mass, absolute lean mass and lean mass gain compared to the CC group (Figures S8C,D and 5C). Histological and functional assessments revealed persistent muscular deficits. H&E staining showed reduced muscle fibre diameter and cross‐sectional area in the HC group (Figures 5D and S8E). While grip strength normalized to body or lean weight showed no significant difference (Figure S8F,G), absolute grip strength was lower in the HC group (Figure 5E). Furthermore, the HC group performed worse on the rotarod test, with decreased latency to fall and maximum speed (Figures 5F and S8H), indicating sustained impairments in muscle strength and motor coordination. General locomotor activity in the open field test was unaffected (Figure S8I,J). Molecular analysis revealed downregulation of key myogenic genes in the HC group. The *Myog* was significantly reduced, along with *Myf6* (Figure 6A). Expression of myosin heavy chains *Myh1*, *Myh4* and *Myh7* was also significantly lower (Figure 6B). Potential upstream regulators, including *Fos*, showed decreased expression, though changes in *Btg2*, *Skil* and *Nr4a1* were not statistically significant (Figure 6C). In contrast, adipogenic factors and intramuscular lipid accumulation (assessed by Oil Red O staining) were normalized in the HC group (Figure 6D–F).

**FIGURE 5:**
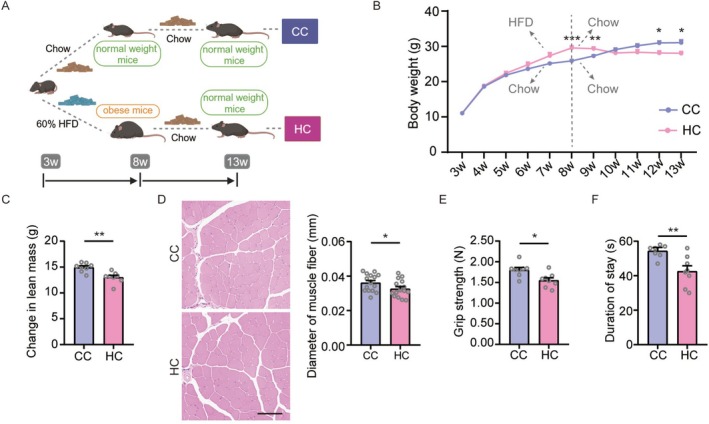
Dietary intervention failed to reverse the HFD‐induced deficits in muscle mass and function. (A) Schematic of the dietary intervention protocol. (B) Body weight change from 3 to 13 weeks of age. (C) Change in lean mass in juvenile mice from 3 to 13 weeks of age. (D) Representative H&E‐stained sections of TA muscles (scale bar = 100 μm), with quantification of muscle fibre diameter. (E) Muscle strength assessed by grip strength test. (F) Motor performance assessed by the rotarod test with latency to fall. *n* = 8 mice/group. Values are mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001.

**FIGURE 6:**
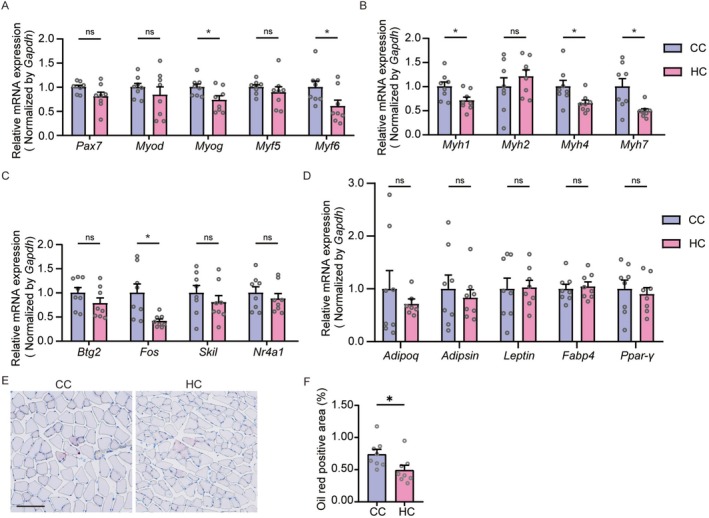
Dietary intervention failed to correct HFD‐induced abnormalities in molecular signalling pathways in muscle. (A–D) mRNA expression levels in TA muscle (*n* = 8/group; for Adipoq, HC: *n* = 7): myogenic regulatory factors (A), myosin heavy chains (B), potential myogenic regulators (C) and adipogenic factors (D). (E and F) Representative Oil Red O staining of TA muscle (scale bars = 100 μm, *n* = 8/group) and quantification of lipid area. Values are mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001.

These findings indicate that while dietary intervention successfully reversed body weight, fat mass and intramuscular adipogenesis, it failed to restore the structural, functional and key molecular deficits in muscle induced by juvenile obesity.

### 3.7 Vitamin C Supplementation Mitigates HFD‐Induced Muscular Impairments in Juvenile Mice

To directly test whether the impaired muscle development in our model was mechanistically reversible, we employed vitamin C as a proof‐of‐concept intervention based on its established role in activating the MyoD/Myog pathway [20, 21, 22]. Juvenile mice were fed an HFD with or without vitamin C supplementation and compared to NCD controls (Figure 7A). Body composition, muscle histology, gene expression and functional parameters were assessed. Vitamin C significantly attenuated HFD‐induced body weight gain, though its effects on total fat mass, body fat percentage, fat‐free mass and lean mass did not reach statistical significance (Figures 7B,C and S9A–D). Histologically, vitamin C prevented the HFD‐induced reduction in muscle fibre diameter and cross‐sectional area (Figures 7D and S9E). Functionally, it improved absolute grip strength and grip strength normalized to both body weight and lean mass (Figures 7E and S9F,G). A non‐significant improvement in rotarod performance was also observed (Figures 7F and S9H), while general locomotor activity remained comparable across groups (Figure S9I,J).

**FIGURE 7:**
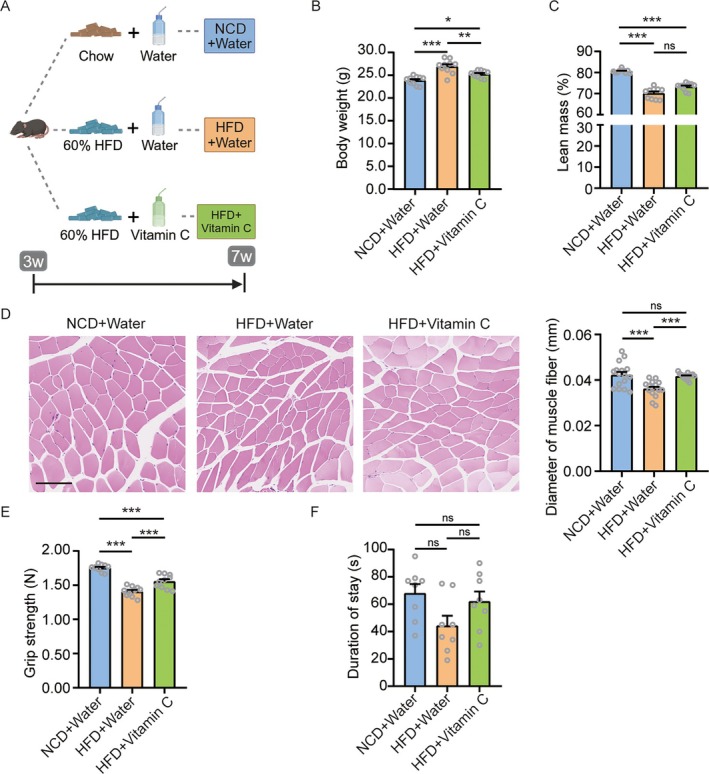
Vitamin C supplementation ameliorated the HFD‐induced impairment of muscular function. (A) Experimental timeline. (B and C) Body weight and lean mass percent at 13 weeks of age (*n* = 10/group). (D) Representative H&E‐stained sections of TA muscles (scale bar = 100 μm), with quantification of muscle fibre diameter (*n* = 8/group). (E) Muscle strength assessed by grip strength test (*n* = 8/group). (F) Motor performance assessed by the rotarod test with latency to fall (*n* = 8/group). Data are mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001.

At the molecular level, vitamin C significantly increased the expression of the myogenic regulators *Myod* and *Myog* (Figure 8A) and upregulated the myosin heavy chain isoforms *Myh1* and *Myh2* (Figure 8B). It also elevated the expression of potential upstream regulators *Btg2*, *Skil* and *Nr4a1* (Figure 8C). Concurrently, vitamin C reduced intramuscular lipid accumulation, as evidenced by a decreased Oil Red O‐positive area (Figure 8E,F), and significantly downregulated *Adipoq* expression (Figure 8D).

**FIGURE 8:**
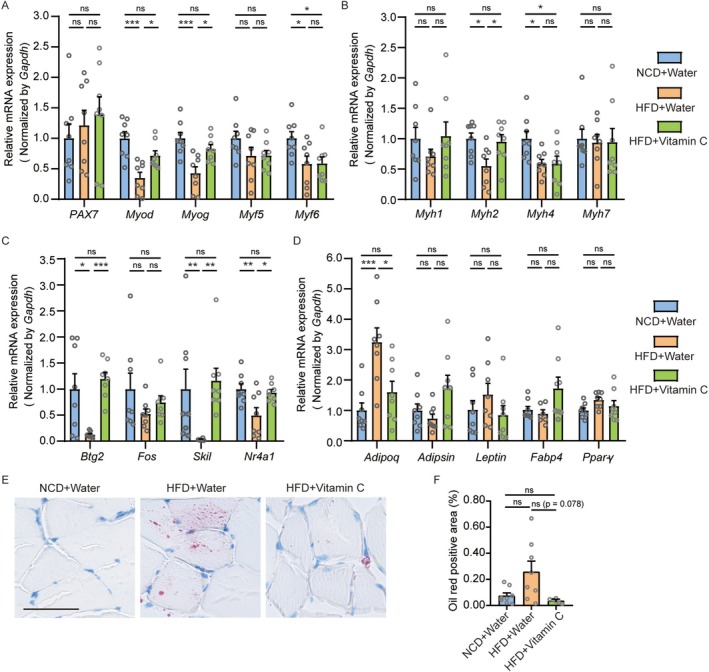
Vitamin C modulates myogenic and adipogenic gene expression. (A–D) mRNA levels in TA muscle (*n* = 8/group unless noted): (A) Myogenic regulatory factors (MRFs). (B) Myosin heavy chains (MHCs). (C) Potential myogenic regulators (for *Skil*, HFD + Water group: *n* = 7). (D) Adipogenic factors (for *FABP4*, HFD + Water group: *n* = 7). (E and F) Representative Oil Red O staining (scale bars = 100 μm; HFD + Vitamin C group: *n* = 6) and lipid area quantification. Data are mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001.

In summary, vitamin C supplementation alleviated HFD‐induced muscular impairments by enhancing the expression of key myogenic factors and reducing intramuscular adipogenesis, highlighting its potential as a supportive intervention for muscle health in juvenile obesity.

## 4 Discussion

This study integrates clinical and animal model research to demonstrate the detrimental impact of childhood obesity on musculoskeletal health, characterized by significant reductions in relative muscle mass and function. Crucially, we identify the developmental period as a unique window of susceptibility to obesity‐induced myopathy. In a juvenile mouse model of HFD‐induced obesity, we observed impaired muscle growth and function, closely associated with transcriptomic reprogramming in muscle tissue featuring suppressed myogenic programs and activated adipogenic pathways. These muscular deficits, triggered by juvenile‐onset obesity, were persistent and failed to reverse even after successful weight loss through dietary intervention. However, vitamin C supplementation emerged as a viable therapeutic strategy, effectively mitigating these impairments. Our findings indicate that childhood obesity impairs muscle development by altering myogenic pathways and underscore the urgency of early intervention to protect muscle health in children with obesity.

In paediatric clinical practice, the diagnosis of sarcopenic obesity remains constrained by the absence of standardized muscle metrics and validated age‐specific cut‐offs [14]. Absolute muscle mass is unsuitable as a standalone metric due to variations across sex, age and pubertal stage, as reflected by its non‐monotonic distribution in our cohort. Our analysis shows that reduced ASMR in obesity is driven by increased adiposity, not muscle loss. Both ASM/BMI and ASMR Z‐score showed significant negative correlations with BMI‐Z score and body fat percentage. ASMR, which accounts for the dilution of muscle by adiposity, may be a more sensitive metric for paediatric sarcopenic obesity [7]. While ASM/BMI complements adult diagnostic criteria by better detecting muscle loss in severe obesity [10], its application in children requires further validation. The strength per unit of muscle is not fundamentally impaired in obesity, but higher body weight imposes greater mechanical load. A low muscle‐to‐weight ratio may increase the risk of functional limitation and injury, warranting multidimensional studies on muscle strength.

Clinical studies have established that obesity adversely affects muscle structure and function in both adults and children [4, 23]. Consistent with these observations, our study identified a similar pattern in children and juvenile mice with obesity: relative muscle mass, grip strength and motor performance were significantly compromised. Importantly, our findings extend beyond these traditional associations by revealing differences in relative muscle mass and muscle strength among individuals with the same BMI or body weight. This highlights that muscle‐related indicators, rather than BMI or body weight alone, play a pivotal role in assessing children's muscular health. The decline in relative muscle function is particularly concerning, as it is directly linked to reduced physical activity, potentially exacerbating obesity and its associated complications in a vicious cycle [2, 24]. Longitudinal evidence further indicates that muscular fitness in childhood predicts future cardiometabolic and bone health outcomes independently of BMI [25]. Thus, focusing solely on weight reduction without addressing muscle quality may overlook a central pathway through which obesity perpetuates metabolic and functional decline, especially across various weight‐loss interventions. Our results strongly suggest that assessing and improving relative muscle function should be accorded importance equal to weight reduction in the management of paediatric obesity. This is especially critical in neuromuscular disorders such as Duchenne muscular dystrophy (DMD), where long‐term corticosteroid use and reduced mobility predispose patients to obesity. Our data demonstrate suppression of myogenic regulators in juvenile obesity, which may exacerbate regenerative failure and accelerate functional decline. This aligns with clinical evidence linking obesity in DMD to an increased risk of fractures and obstructive sleep apnoea, thereby perpetuating immobilization and metabolic dysfunction [S14, S15]. Accordingly, obesity management in DMD should prioritize preservation of muscle health in addition to weight control.

A key finding of this study is the divergent response to obesity‐induced muscle injury between juvenile and adult periods. Aligning with reports that short‐term HFD feeding has minimal effect or may even slightly improve muscle metrics in adult mice [26, 27, 28], we found that adult mice exhibited no significant impairments in lean mass, muscle structure or function after 4 weeks of HFD. This disparity likely originates from fundamental differences in satellite cell (SC) dynamics across ages. In rodents, the SC pool diminishes and the cell cycle lengthens with age [29, 30]. SCs in juveniles are highly proliferative, supporting ongoing muscle growth, whereas in adults, they are predominantly quiescent, activated mainly in response to injury or exercise. Consequently, the numerical superiority and proliferative activity of SCs in juveniles may render them more vulnerable to the metabolic stress imposed by HFD, leading to more pronounced damage. Our RNA‐Seq data provide direct molecular evidence for this age‐specific susceptibility. In juvenile HFD‐fed mice, downregulated genes were significantly enriched in muscle development processes. In contrast, downregulated genes in adult HFD‐fed mice were primarily associated with extracellular matrix organization, potentially laying the groundwork for longer‐term muscle pathology. This suggests that HFD directly targets the core transcriptional program governing muscle development in juvenile mice. We confirmed the significant downregulation of key MRFs (*Myf5*, *MyoD*, *Myog*, *Myf6*) via RT‐qPCR. These factors form the core network governing the myogenic cascade: *Myf5* and *MyoD* determine myogenic commitment, *Myog* directs terminal differentiation and *Myf6* not only oversees myofiber maturation but also helps maintain the SC pool via epidermal growth factor release [31, 32, 33]. Their coordinated downregulation is likely a major contributor to the observed impairment of muscle growth.

Furthermore, we observed decreased expression of several potential upstream regulators (*Btg2*, *Fos*, *Skil*, *Nr4a1*). These factors play critical roles in positively regulating myogenesis: *Btg2* promotes the expression of MRFs and MHCs while inhibiting adipogenesis [34]; *Fos*, a component of the AP‐1 transcription complex, interacts with *MyoD* in a feedback loop influencing the balance between myocyte proliferation and differentiation [35, 36]; *Skil* counteracts TGF‐β signalling‐mediated suppression of *MyoD* activity and myocyte fusion [S16–S18]; and *Nr4a1*, an orphan nuclear receptor whose deficiency impairs embryonic and postnatal muscle development, reduces MRF and MHC expression and promotes adipocyte progenitor proliferation [37, 38]. The downregulation of these upstream regulators collectively constitutes an upstream molecular event in HFD‐mediated suppression of juvenile muscle development. Analysis of the MHC expression profile further revealed the fibre‐type specificity of HFD‐induced damage. Expression of *Myh1*, *Myh2* and *Myh4* (encoding MHC‐IIX, MHC‐IIA and MHC‐IIB, respectively, markers of the predominant fast‐twitch glycolytic fibres in TA muscle [S19]) was significantly reduced, while *Myh7* (encoding MHC‐I, a slow‐twitch oxidative fibre marker) remained unchanged. This pattern, consistent with findings in adult HFD‐fed mice [S20], suggests that HFD selectively damages fast‐twitch fibres, which may form the structural basis for the observed decreases in muscle strength and power.

The adverse health effects of childhood obesity can persist into adulthood [S21]. Our dietary intervention experiment uncovered a critical finding: Despite the normalization of body weight, body fat, IMLA and adipogenic factor expression, the structural, functional and molecular deficits in muscle induced by juvenile obesity persisted. This ‘metabolic memory’ effect suggests that metabolic stress during a critical developmental window may lead to persistent deficits to muscle developmental potential, possibly via epigenetic reprogramming. This finding carries major clinical significance: It emphasizes that for childhood obesity, intervention cannot be delayed. Measures to protect muscle health must be implemented early; otherwise, lifelong motor dysfunction and metabolic risk may ensue, especially considering muscle's role as the primary site for postprandial glucose disposal [39].

Based on the known beneficial effects of vitamin C on muscle health [20, 21, 22], we explored its interventional potential. Encouragingly, vitamin C effectively alleviated various HFD‐induced muscular impairments. Mechanistically, vitamin C not only directly upregulated key MRFs like *MyoD* and *Myog* and structural proteins like *Myh1* and *Myh2*, but, more importantly, it reversed the downregulation of the upstream regulators *Btg2*, *Skil* and *Nr4a1*. Given that these factors positively regulate MRFs and MHCs, vitamin C likely exerts its protective effects by activating this upstream regulatory network [34, 40]. Concurrently, vitamin C suppressed the aberrant increase in adipogenic factors like *Adipoq* and reduced IMLA, thereby improving the muscle metabolic microenvironment. These results highlight the potential of vitamin C as a candidate for translational research aimed at mitigating obesity‐associated myopathy in children.

This study has several limitations. First, our clinical cohort lacked detailed puberty stage and hormonal measurements, and our juvenile mouse model does not fully encompass the evolving endocrine landscape of human puberty (e.g., variations in GH, IGF‐1 and testosterone), which is known to modulate myogenic factors [S22, S23]. Second, the specific molecular mechanisms linking HFD feeding to the downregulation of the identified upstream regulators (Btg2, Fos, Skil, Nr4a1) require further detailed investigation. Third, the optimal dosage and timing for vitamin C intervention in children remain to be determined. Finally, the cross‐sectional design of our clinical component inherently limits causal inference. While we observed strong inverse associations between obesity indices and muscle mass and function, this design cannot disentangle whether the observed muscular impairments are a primary consequence of obesity‐related metabolic stress or a secondary result of reduced physical activity, which may both coexist in a reinforcing cycle. Future research could focus on: (1) undertaking prospective, longitudinal studies that simultaneously track muscle health and obesity progression in children and incorporate assessments of pubertal stage and hormone profiles to clarify causal mechanisms; (2) tracking the long‐term impact of childhood muscle impairment on metabolic health in adulthood; (3) elucidating the precise upstream signals (e.g., inflammation, lipotoxicity) through which HFD disrupts the myogenic/adipogenic balance; (4) validating the beneficial effects of vitamin C or other potentially effective drugs on muscle function in clinical cohorts of children with obesity.

Our findings establish the juvenile growth period as a critical window of vulnerability to obesity‐induced myopathy. The persistence of muscle deficits even after dietary weight loss underscores that early identification of impaired muscle development should prompt proactive and integrated intervention strategies aimed at preserving muscle quality. These approaches should include structured exercise regimens, such as resistance training to stimulate myogenesis; tailored nutritional support combining low‐fat diets with specific nutrients like vitamin C, which in our model mitigated the obesity‐driven suppression of *Myod* and *Myog*; and potential pharmacological agents designed to enhance myogenic signalling or reduce intramuscular adiposity. The juvenile mouse model presented here provides a directly translatable pre‐clinical platform for evaluating such combined strategies. The protective effect of vitamin C serves as a key proof‐of‐concept, demonstrating the model's utility for screening candidate interventions.

## Funding

This study was supported by the National Natural Science Foundation of China (Nos. 82350410491 and 82370863), Key R&D Program of Zhejiang (No. 2023C03047), the National Key R&D Program of China (No. 2021YFC2701900) and the Research Fund of National Health Commission and Zhejiang Major Health Science and Technology (WKJ‐ZJ‐2535).

## Ethics Statement

This study was conducted in accordance with the Declaration of Helsinki and approved by the Medical Ethics Committee of the Children's Hospital, Zhejiang University School of Medicine (Approval number: 2024‐IRB‐0208‐P‐01). Informed consent was obtained from all subjects involved in the study. All experimental procedures complied with the National Institutes of Health Guidelines for the care and use of laboratory animals and received approval from the Animal Care and Use Committee of Zhejiang University (ethics code: ZJU20210313).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1:** RT‐qPCR primer list.
**Table S2:** Characteristic of the participants for muscle mass assessment.
**Table S3:** Characteristic of the participants for muscle function assessment.
**Figure S1:** Correlation of ASM and ASM/BMI with BMI Z‐score and total body fat percentage. (A and B) Spearman correlation analysis between the appendicular skeletal muscle mass (ASM) and BMI‐Z score (A) and body fat percentage (B) in 1447 children and adolescents (A: *ρ* = −0.019, *p* = 0.474; B: *ρ* = −0.266, *p* < 0.001). (C and D) Spearman correlation analysis between the ASM/BMI and BMI‐Z score (C) and body fat percentage (D) in 1447 children and adolescents (C: *ρ* = −0.363, *p* < 0.474; D: *ρ* = −0.467, *p* < 0.001). BMI, body mass index.
**Figure S2:** Four weeks of high‐fat diet feeding induces impairments in muscle mass and function in juvenile mice. (A–C) Food intake (A), energy intake (B) and protein intake (C) in 3‐week and 7‐week‐old mice over a 24‐h period when consuming 60% HFD or NCD were measured (*n* = 10 mice/group). (D–G) Body composition of juvenile mice at 7 weeks of age: body weight (D), body fat percentage (E), fat‐free mass (F) and total body lean mass (G) (*n* = 10 mice/group). (H) Quantification of average muscle fibre cross‐sectional area (Juvenile‐NCD: *n* = 8, Juvenile‐HFD: *n* = 7). (I and J) Muscle strength assessed by grip strength test in juvenile mice (*n* = 10 mice/group): grip strength normalized to body weight (I) and grip strength normalized to lean mass (J). (K) Motor performance assessed by the rotarod test with maximum speed achieved in juvenile mice (*n* = 10 mice/group). (L and M) Locomotor activity assessed by the open field test in juvenile mice (*n* = 8 mice/group): total distance travelled (L) and average speed (M). Values are presented as mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001.
**Figure S3:** Four weeks of high‐fat diet feeding induces an obese phenotype but does not affect muscle mass or function in 8‐week‐old adult mice. (A–F) Body composition of adult mice at 12 weeks of age: body weight (A), body fat mass (B), body fat percentage (C), fat‐free mass (D), total body lean mass (E) (*n* = 10 mice/group) and the change in lean mass from 8 to 12 weeks of age (F, *n* = 10 mice/group). (G) Representative H&E‐stained sections of TA muscles from adult mice (scale bar = 100 μm). (H and I) Quantification of muscle fibre diameter (H, *n* = 8 mice/group) and average muscle fibre cross‐sectional area (I, Adult‐NCD: *n* = 8, Adult‐HFD: *n* = 7). (J–L) Muscle strength assessed by grip strength test in adult mice (*n* = 10 mice/group): absolute grip strength (J), grip strength normalized to body weight (K) and grip strength normalized to lean weight (L). (M and N) Motor performance assessed by the rotarod test in adult mice (*n* = 10 mice/group): latency to fall (M) and maximum speed achieved (N). (O and P) Locomotor activity assessed by the open field test in adult mice (*n* = 5 mice/group): total distance travelled (O) and average speed (P). Values are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.
**Figure S4:** RNA‐seq analysis of TA muscles from adult mice. (A) Heatmap of DEGs in adult HFD‐fed mice compared to adult NCD‐fed mice. (B) Volcano plot depicting 333 upregulated (red) and 521 downregulated (blue) genes in the Adult‐HFD group versus the Adult‐NCD group. (C) GO enrichment analysis of biological processes for the downregulated genes in the Adult‐HFD group compared to the Adult‐NCD group. (D) GO enrichment analysis of biological processes for the 485 adult‐specific downregulated DEGs. Sample size: *n* = 4 mice per group.
**Figure S5:** Age‐dependent transcriptional changes in NCD‐fed mice. (A) Heatmap showing DEGs between Adult‐NCD and Juvenile‐NCD groups. (B) Volcano plot illustrating 560 upregulated (red) and 1086 downregulated (blue) genes in the Adult‐NCD group compared to the Juvenile‐NCD group. (C) GO enrichment analysis of biological processes for the upregulated genes in the Adult‐NCD group compared to the Juvenile‐NCD group. (D) GO enrichment analysis of biological processes for the downregulated genes in the Adult‐NCD group compared to the Juvenile‐NCD group. Sample size: *n* = 4 mice per group.
**Figure S6:** Juvenile HFD‐fed mice displayed increased lipid accumulation in skeletal muscle. (A and B) Representative Oil Red O staining of TA muscle sections (scale bars = 100 μm; *n* = 8 mice/group) and quantification of the stained lipid area. Values are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.
**Figure S7:** HFD feeding does not alter myogenic or most adipogenic factors in adult mice. (A–D) Gene expression levels in the TA muscle of adult mice (*n* = 8 mice/group unless noted otherwise): (A) mRNA levels of MRFs (for *Myod*, Adult‐HFD: *n* = 7); (B) mRNA levels of MHCs (for *Myh7*, Adult‐HFD: *n* = 7); (C) mRNA levels of potential myogenic regulators; (D) mRNA levels of adipogenic factors (for *Adipsin*, Adult‐NCD: *n* = 6, Adult‐HFD: *n* = 7; for *FABP4*, Adult‐HFD: *n* = 7). Values are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.
**Figure S8:** Dietary intervention does not reverse HFD‐induced muscle impairments. (A‐D) Body composition and functional assessments at 13 weeks: body fat mass (A), body fat percentage (B), fat‐free mass (C) and total body lean mass (D). (E) Quantification of average muscle fibre cross‐sectional area. (F and G) Muscle strength assessed by grip strength test: grip strength normalized to body weight (F) and grip strength normalized to lean mass (G). (H) Motor performance assessed by the rotarod test with maximum speed achieved. (I and J) Locomotor activity assessed by the open field test: total distance travelled (I) and average speed (J). *n* = 8 mice/group. Values are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.
**Figure S9:** Vitamin C supplementation alleviates HFD‐induced muscular impairments. (A–D) Body composition and functional assessments at 13 weeks (*n* = 10/group): body fat mass (A), body fat percentage (B), fat‐free mass (C) and total body lean mass (D). (E) Quantification of average muscle fibre cross‐sectional area (*n* = 8/group). (F and G) Muscle strength assessed by grip strength test (*n* = 8/group): grip strength normalized to body weight (F) and grip strength normalized to lean mass (G). (H) Motor performance assessed by the rotarod test with maximum speed achieved (*n* = 8/group). (I and J) Locomotor activity assessed by the open field test (*n* = 10/group): total distance travelled (I) and average speed (J). Data are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

**Data S1:** Supporting information.

## Data Availability

The RNA‐Seq data for fresh TA muscle tissues from various groups of C57BL/6J WT mice are available in the GEO database under accession code GSE280926. The data can be accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE280926 using the token ‘svyvsgcehfoztaf’. All other relevant data can be found in the Supporting Information.

# Supplementary material for: Sarcopenic Obesity in Children: An Emerging Complication Evidenced by Clinical Data and a Juvenile Mouse Model
**Source:** J Cachexia Sarcopenia Muscle. 2026 Apr 17;17(2):e70278. doi: 10.1002/jcsm.70278
**Supplement:** Supplementary file 1 — Table S1: RT‐qPCR primer list. Table S2: Characteristic of the participants for muscle mass assessment. Table S3: Characteristic of the participants for muscle function assessment. Figure S1: Correlation of ASM and ASM/BMI with BMI Z‐score and total body fat percentage. (A and B) Spearman correlation analysis between the appendicular skeletal muscle mass (ASM) and BMI‐Z score (A) and body fat percentage (B) in 1447 children and adolescents (A: ρ = −0.019, p = 0.474; B: ρ = −0.266, p < 0.001). (C and D) Spearman correlation analysis between the ASM/BMI and BMI‐Z score (C) and body fat percentage (D) in 1447 children and adolescents (C: ρ = −0.363, p < 0.474; D: ρ = −0.467, p < 0.001). BMI, body mass index. Figure S2: Four weeks of high‐fat diet feeding induces impairments in muscle mass and function in juvenile mice. (A–C) Food intake (A), energy intake (B) and protein intake (C) in 3‐week and 7‐week‐old mice over a 24‐h period when consuming 60% HFD or NCD were measured (n = 10 mice/group). (D–G) Body composition of juvenile mice at 7 weeks of age: body weight (D), body fat percentage (E), fat‐free mass (F) and total body lean mass (G) (n = 10 mice/group). (H) Quantification of average muscle fibre cross‐sectional area (Juvenile‐NCD: n = 8, Juvenile‐HFD: n = 7). (I and J) Muscle strength assessed by grip strength test in juvenile mice (n = 10 mice/group): grip strength normalized to body weight (I) and grip strength normalized to lean mass (J). (K) Motor performance assessed by the rotarod test with maximum speed achieved in juvenile mice (n = 10 mice/group). (L and M) Locomotor activity assessed by the open field test in juvenile mice (n = 8 mice/group): total distance travelled (L) and average speed (M). Values are presented as mean ± SEM *p < 0.05, **p < 0.01, ***p < 0.001. Figure S3: Four weeks of high‐fat diet feeding induces an obese phenotype but does not affect muscle mass or function in 8‐week‐old adult mice. (A–F) Body composition of adult mice at 12 weeks

**Table S1** RT-qPCR primers list

| Gene Name | Forward Primer | Reverse Primer |
| --- | --- | --- |
| *Gapdh* | ACAACTTTGGCATTGTGGAA | GATGCAGGGATGATGTTCTG |
| *Pax7* | AATCAGCTTGGTGGGGTCTT | ATCGGCACAGAATCTTGGAG |
| *Myod* | GACAGGGAGGAGGGGTAGAG | TGCTGTCTCAAAGGAGCAGA |
| *Myog* | GGTGGAGGATATGTCTGTTG | GTGTTAGCCTTATGTGAATGG |
| *Myf5* | TGACGGCATGCCTGAATGTA | ATCTGCAGCACATGCATTTGATA |
| *Myf6* | TATCACGAGGCCCCTGGAAT | GACTGCCCAAGGTGGAGATT |
| *Myh1* | CTCTTCCCGCTTTGGTAAGTT | CAGGAGCATTTCGATTAGATCCG |
| *Myh2* | GGCTTCAGGATTTGGTGGATAA | GGATCTTGCGGAACTTGGATAG |
| *Myh4* | GATTGACGTGGAGAGGTCTAAC | CCTGAGTTTCCTCGTACTTCTG |
| *Myh7* | GCTGCAGCAGTTCTTCAACC | GGAACATGCACTCCTCCTCA |
| *Btg2* | GGTTGGAGAAAATTGGGAAAC | GCTTCTAAGAAGCCCTCATC |
| *Fos* | TGTTCCTGGCAATAGCGTGT | TCAGACCACCTCGACAATGC |
| *Skil* | GCTGGTTGCTCTCGTAAGGT | CCACCCATAGCAACGTCAGT |
| *Nr4a1* | TGGCTTTGGTGATTGGATTGA | CAATGCGATTCTGCAGCTCT |
| *Adipoq* | TGTTCCTCTTAATCCTGCCCA | CCAACCTGCACAAGTTCCCTT |
| *Adipsin* | CTACATGGCTTCCGTGCAAGT | AGTCGTCATCCGTCACTCCAT |
| *Leptin* | GAGACCCCTGTGTCGGTTC | AGCCCAGGAATGAAGTCCAAG |
| *Fabp4* | GATGAAATCACCGCAGACGAC | ATTCCACCACCAGCTTGTCAC |
| *Ppar-γ* | TCGCTGATGCACTGCCTATG | GAGAGGTCCACAGAGCTGATT |

**Table S2** Characteristics of the participants for muscle mass assessment

| **Variable** | **Overall (N = 1,447)** |
| --- | --- |
| Age (years) | 11.10 (9.39, 12.50) |
| Sex |  |
| Boy | 993.0 (68.6%) |
| Girls | 454.0 (31.4%) |
| Tanner |  |
| 1 | 449.0 (31.0%) |
| 2 | 345.0 (23.8%) |
| 3 | 290.0 (20.0%) |
| 4 | 226.0 (15.6%) |
| 5 | 137.0 (9.5%) |
| Height (cm) | 153.00 (142.40, 161.30) |
| Weight (kg) | 65.00 (52.00, 78.50) |
| BMI (kg/m^2^) | 27.97 (25.54, 31.02) |
| BMI-Z score | 2.93 (2.51, 3.49) |
| Waist circumference (cm) | 89.40 (82.00, 98.00) |
| WHtR | 0.59 (0.56, 0.63) |
| Fat mass (kg) | 6.431 (5.218, 8.230) |
| Body fat percent (%) | 45.50 (41.74, 49.56) |
| Android/Gynoid fat ratio | 1.12 (1.05, 1.18) |
| Fat-free mass (kg) | 14.617 (11.583, 18.218) |
| ASM (kg) | 14.53 (11.55, 18.32) |
| ASMR (%) | 22.68 (20.81, 24.62) |

Data are summarized as medians with interquartile ranges (first, third) for continuous variables and as counts with percentages for categorical ones. BMI, body mass index; WHtR, waist-to-height ratio; ASM, appendicular skeletal muscle mass weight; ASMR, appendicular skeletal muscle mass weight ratio.

**Table S3** Characteristics of the participants for muscle function assessment

| **Variable** | **Overall**  **(N = 349)** | **Normal BMI**  **(N = 93)** | **Obesity**  **(N = 256)** | **p-value** |
| --- | --- | --- | --- | --- |
| Age (years) | 11.13 (9.73, 12.80) | 10.47 (9.00, 11.81) | 11.44 (9.96, 13.02) | **<0.001** |
| Sex |  |  |  | **<0.001** |
| Boy | 233.0 (66.8%) | 42.0 (45.2%) | 191.0 (74.6%) |  |
| Girls | 116.0 (33.2%) | 51.0 (54.8%) | 65.0 (25.4%) |  |
| Height (cm) | 151.50 (141.00, 162.00) | 140.00 (134.00, 147.00) | 155.00 (144.75, 164.00) | **<0.001** |
| Weight (kg) | 57.40 (42.00, 74.00) | 32.00 (27.60, 39.20) | 66.80 (53.05, 80.15) | **<0.001** |
| BMI (kg/m^2^) | 25.70 (20.10, 29.10) | 16.60 (15.10, 18.00) | 27.20 (25.00, 30.50) | **<0.001** |
| BMI-Z score | 2.35 (1.00, 2.88) | -0.11 (-0.72, 0.59) | 2.64 (2.24, 3.06) | **<0.001** |
| Waist circumference (cm) | 83.50 (67.90, 94.00) | 59.00 (54.80, 65.20) | 89.10 (81.00, 96.50) | **<0.001** |
| WHtR | 0.55 (0.47, 0.60) | 0.42 (0.40, 0.44) | 0.58 (0.54, 0.61) | **<0.001** |
| Fat mass (kg) | 22.30 (10.90, 29.70) | 5.40 (2.70, 8.30) | 25.95 (20.55, 32.95) | **<0.001** |
| Body fat percent (%) | 37.50 (27.00, 41.90) | 16.60 (9.30, 21.80) | 39.85 (36.60, 43.30) | **<0.001** |
| Fat-free mass (kg) | 35.30 (28.40, 45.10) | 26.60 (24.10, 29.50) | 38.90 (32.25, 47.60) | **<0.001** |
| Muscle mass (kg) | 32.80 (26.30, 42.00) | 24.70 (22.20, 27.30) | 36.15 (29.95, 44.30) | **<0.001** |
| Muscle percent (%) | 58.20 (54.00, 67.70) | 77.10 (72.50, 84.10) | 55.90 (52.70, 58.85) | **<0.001** |
| Handgrip strength (kg) | 14.50 (9.90, 21.40) | 10.10 (7.90, 14.10) | 16.10 (11.45, 22.80) | **<0.001** |
| Adjusted grip strength per muscle mass (kg/kg)* | / | 0.782 (0.719, 0.846) | 0.772 (0.739, 0.804) | 0.803 |

Data are summarized as medians with interquartile ranges (first, third) for continuous variables and as counts with percentages for categorical ones. The Mann-Whitney U test and Fisher’s exact test were employed to analyze continuous and categorical variables, respectively. Statistical significance (P < 0.05) is indicated by bold type. BMI, body mass index; WHtR, waist-to-height ratio.

* Adjusted grip strength per unit of muscle mass was obtained through analysis of covariance (ANCOVA), controlling for age and sex, and presented as adjusted means with 95% confidence intervals for the two groups.

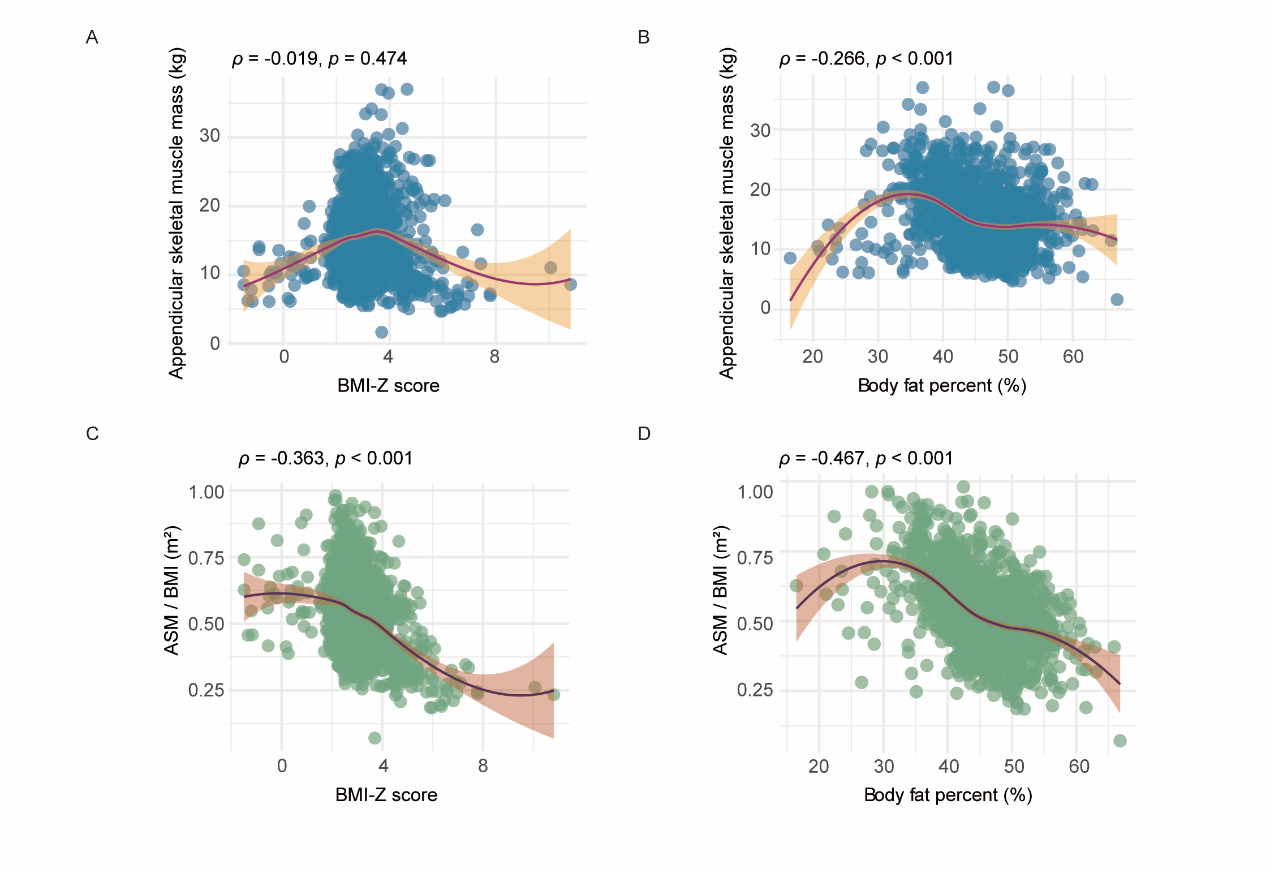

**Figure S1** Correlation of ASM and ASM/BMI with BMI Z-score and total body fat percentage. (A and B) Spearman correlation analysis between the appendicular skeletal muscle mass (ASM) and BMI-Z score (A), and body fat percentage (B) in 1,447 children and adolescents (A: ρ = -0.019, p = 0.474; B: ρ = -0.266, p < 0.001). (C and D) Spearman correlation analysis between the ASM/BMI and BMI-Z score (C), and body fat percentage (D) in 1,447 children and adolescents (C: ρ = -0.363, p < 0.474; D: ρ = -0.467, p < 0.001). BMI, body mass index.

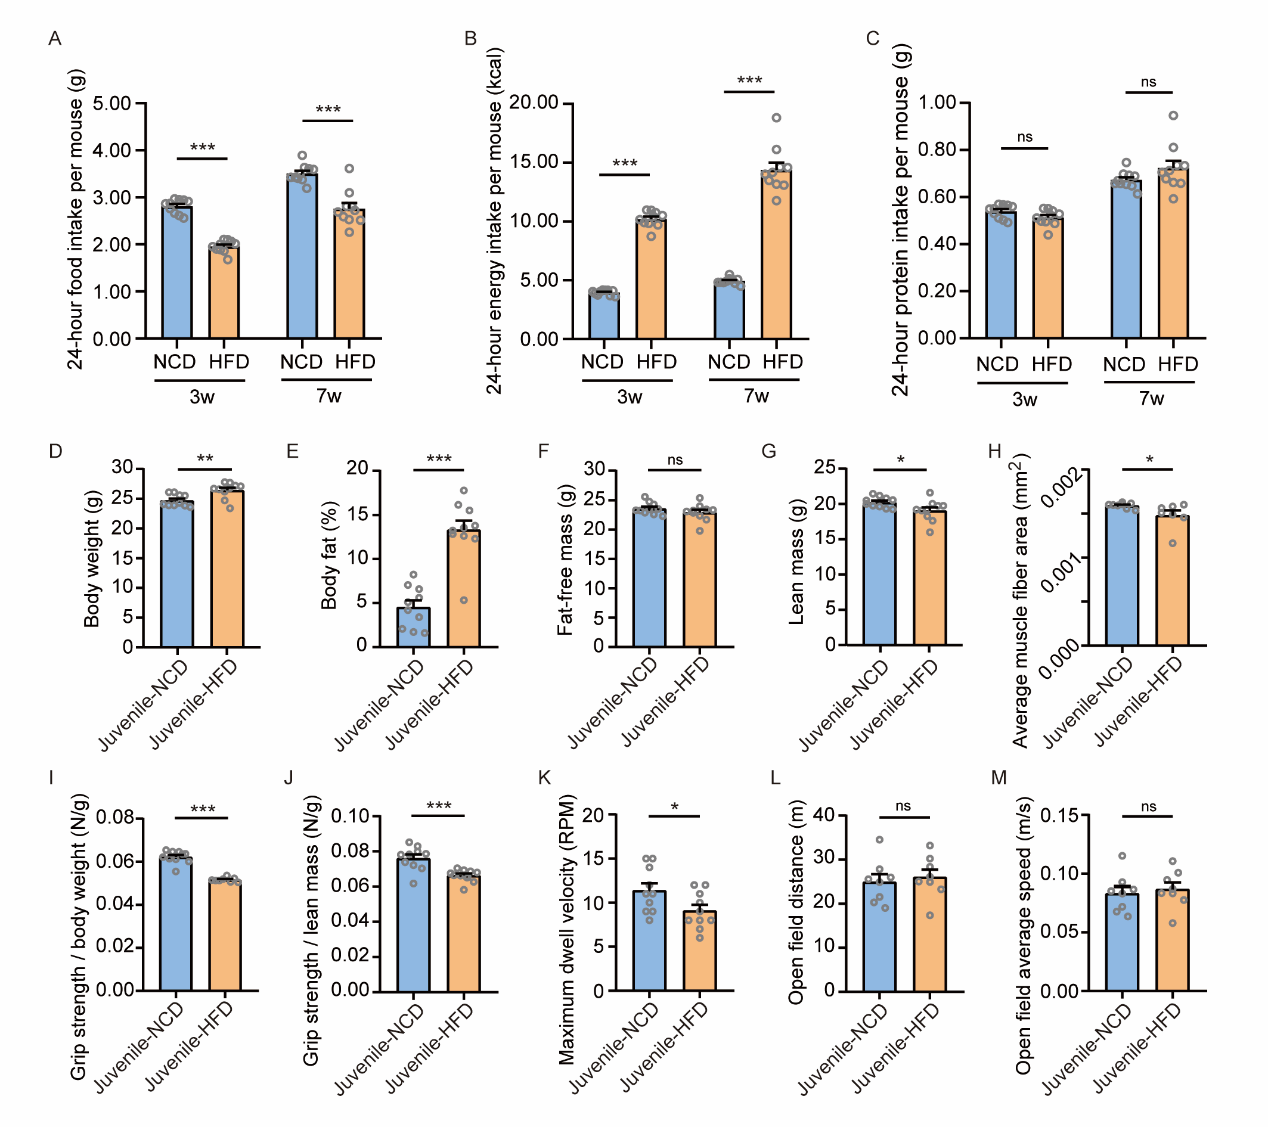

Figure S2 Four weeks of high-fat diet feeding induces impairments in muscle mass and function in juvenile mice. (A-C) Food intake (A), energy intake (B) and protein intake (C) in 3-week and 7-week-old mice over a 24-hour period when consuming 60% HFD or NCD were measured (n = 10 mice/group). (D-G) Body composition of juvenile mice at 7 weeks of age: body weight (D), body fat percentage (E), fat-free mass (F), and total body lean mass (G) (n = 10 mice/group). (H) Quantification of average muscle fiber cross-sectional area (Juvenile-NCD: n=8, Juvenile-HFD: n=7). (I and J) Muscle strength assessed by grip strength test in juvenile mice (n = 10 mice/group): grip strength normalized to body weight (I), and grip strength normalized to lean mass (J). (K) Motor performance assessed by the rotarod test with maximum speed achieved in juvenile mice (n = 10 mice/group). (L and M) Locomotor activity assessed by the open field test in juvenile mice (n = 8 mice/group): total distance traveled (L) and average speed (M). Values are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

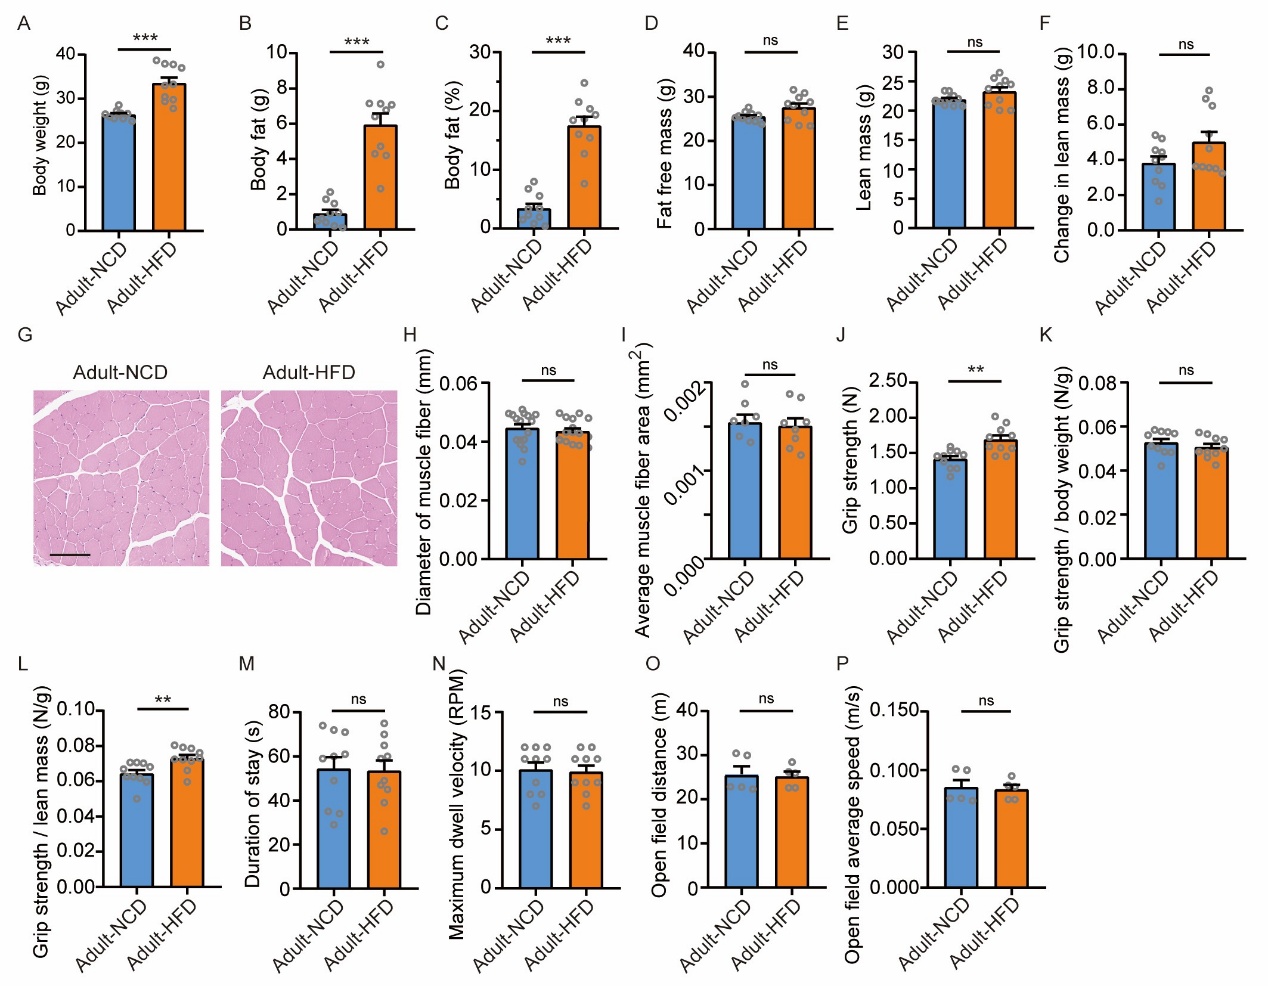

Figure S3 Four weeks of high-fat diet feeding induces an obese phenotype but does not affect muscle mass or function in 8-week-old adult mice. (A-F) Body composition of adult mice at 12 weeks of age: body weight (A), body fat mass (B), body fat percentage (C), fat-free mass (D), total body lean mass (E) (n = 10 mice/group), and the change in lean mass from 8 to 12 weeks of age (F, n = 10 mice/group). (G) Representative H&E-stained sections of TA muscles from adult mice (scale bar = 100 µm). (H and I) Quantification of muscle fiber diameter (H, n=8 mice/group) and average muscle fiber cross-sectional area (I, Adult-NCD: n=8, Adult-HFD: n=7). (J-L) Muscle strength assessed by grip strength test in adult mice (n = 10 mice/group): absolute grip strength (J), grip strength normalized to body weight (K), and grip strength normalized to lean weight (L). (M and N) Motor performance assessed by the rotarod test in adult mice (n = 10 mice/group): latency to fall (M) and maximum speed achieved (N). (O and P) Locomotor activity assessed by the open field test in adult mice (n = 5 mice/group): total distance traveled (O) and average speed (P). Values are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

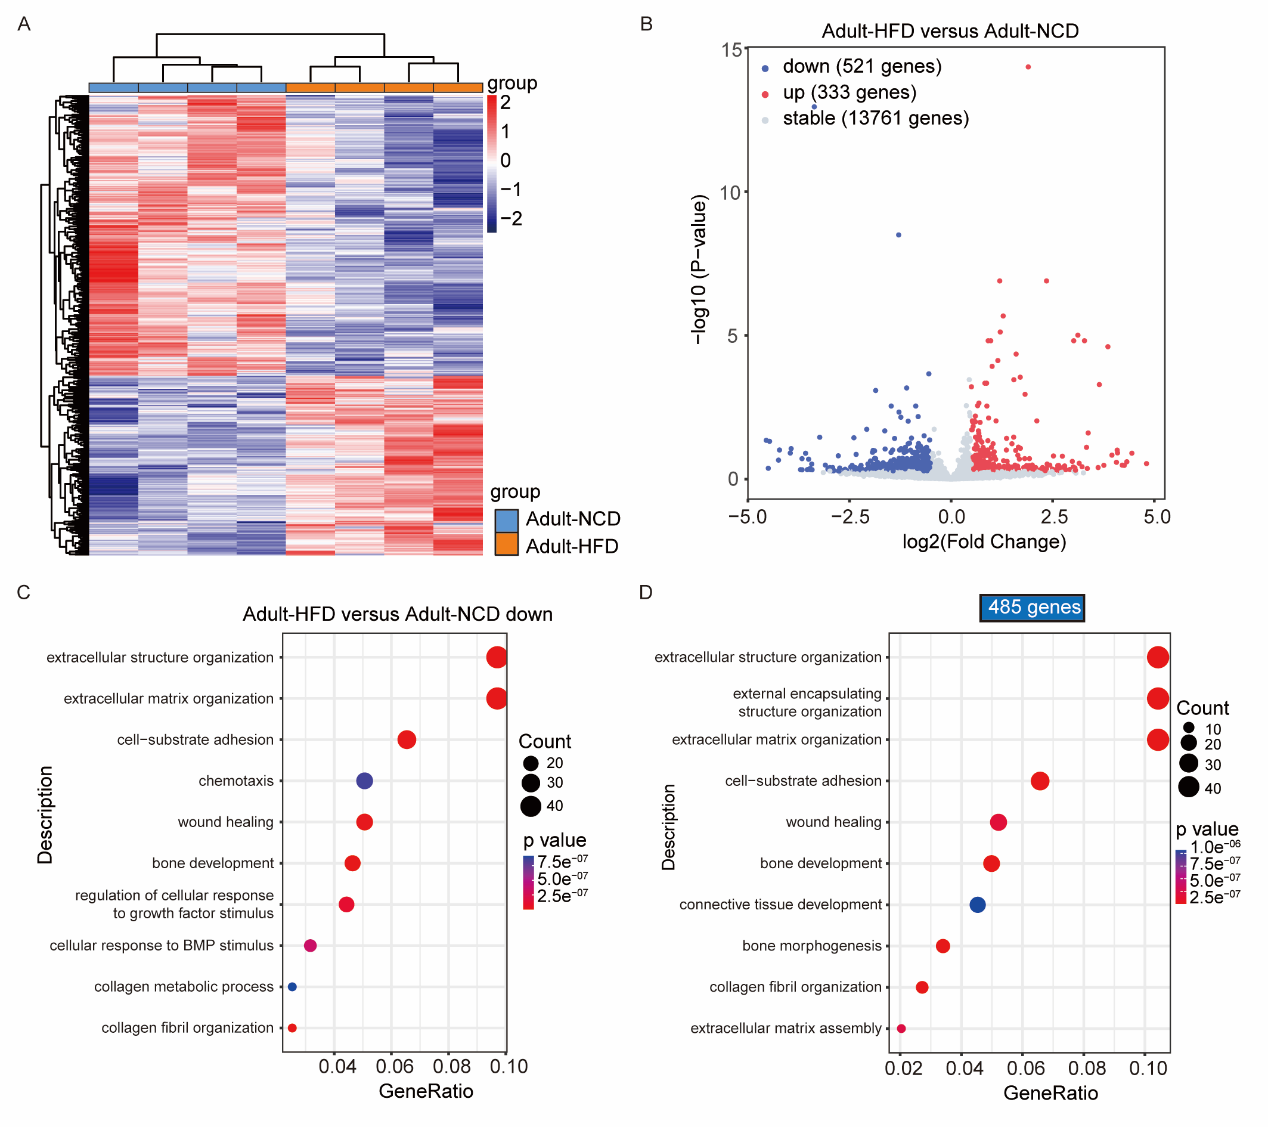

**Figure S4** RNA-seq analysis of TA muscles from adult mice. (A) Heatmap of DEGs in adult HFD-fed mice compared to adult NCD-fed mice. (B) Volcano plot depicting 333 upregulated (red) and 521 downregulated (blue) genes in the Adult-HFD group versus the Adult-NCD group. (C) GO enrichment analysis of biological processes for the downregulated genes in the Adult-HFD group compared to the Adult-NCD group. (D) GO enrichment analysis of biological processes for the 485 adult-specific downregulated DEGs. Sample size: n = 4 mice per group.

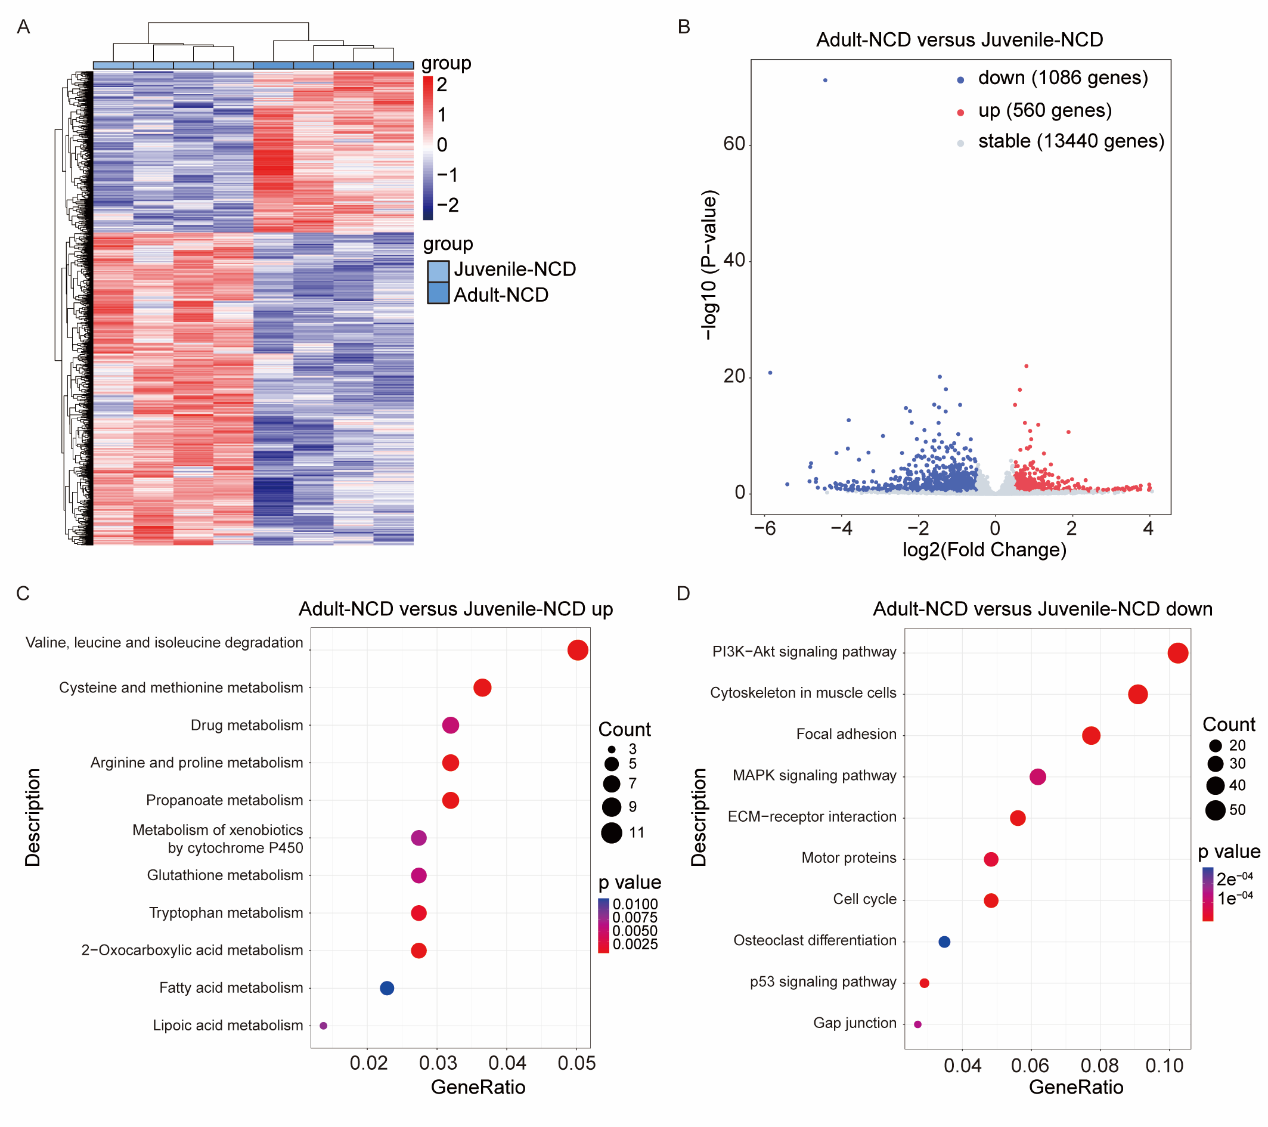

**Figure S5** Age-dependent transcriptional changes in NCD-fed mice. (A) Heatmap showing DEGs between Adult-NCD and Juvenile-NCD groups. (B) Volcano plot illustrating 560 upregulated (red) and 1086 downregulated (blue) genes in the Adult-NCD group compared to the Juvenile-NCD group. (C) GO enrichment analysis of biological processes for the upregulated genes in the Adult-NCD group compared to the Juvenile-NCD group. (D) GO enrichment analysis of biological processes for the downregulated genes in the Adult-NCD group compared to the Juvenile-NCD group. Sample size: n = 4 mice per group.

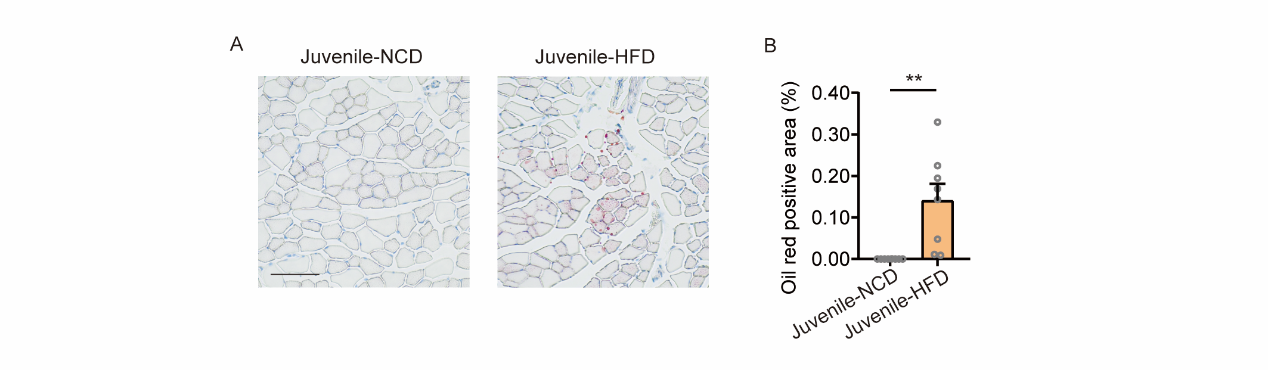

Figure S6 Juvenile HFD-fed mice displayed increased lipid accumulation in skeletal muscle. (A and B) Representative Oil Red O staining of TA muscle sections (scale bars = 100 μm; n = 8 mice/group) and quantification of the stained lipid area. Values are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

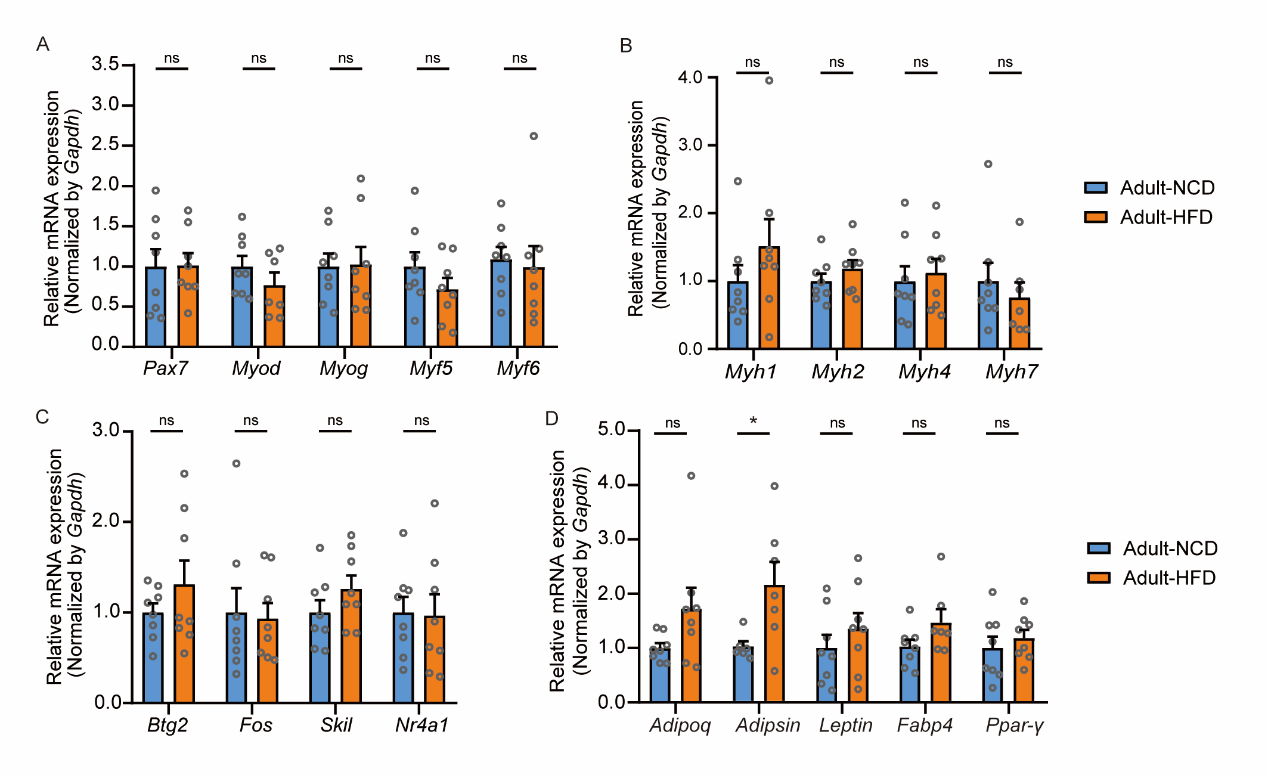

**Figure S7** HFD feeding does not alter myogenic or most adipogenic factors in adult mice. (A–D) Gene expression levels in the TA muscle of adult mice (n = 8 mice/group unless noted otherwise): (A) mRNA levels of MRFs (for *Myod*, Adult-HFD: n = 7); (B) mRNA levels of MHCs (for *Myh7*, Adult-HFD: n = 7); (C) mRNA levels of potential myogenic regulators; (D) mRNA levels of adipogenic factors (for *Adipsin*, Adult-NCD: n = 6, Adult-HFD: n = 7; for *FABP4*, Adult-HFD: n=7). Values are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

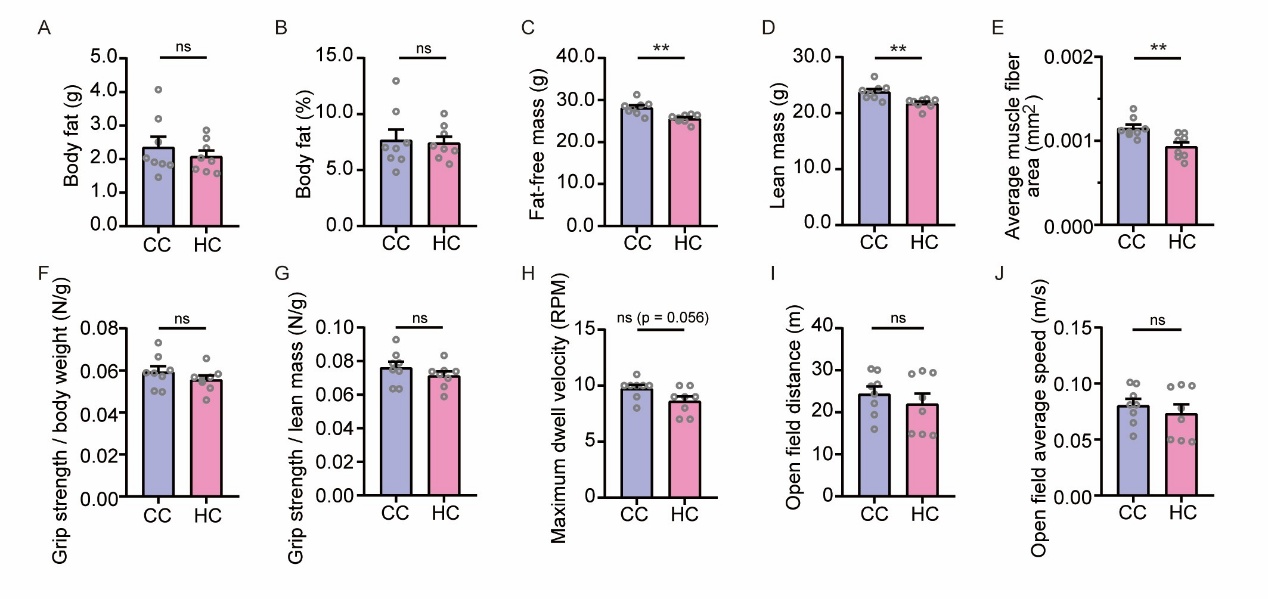

Figure S8 Dietary intervention does not reverse HFD-induced muscle impairments. (A-D) Body composition and functional assessments at 13 weeks: body fat mass (A), body fat percentage (B), fat-free mass (C), and total body lean mass (D). (E) Quantification of average muscle fiber cross-sectional area. (F and G) Muscle strength assessed by grip strength test: grip strength normalized to body weight (F), and grip strength normalized to lean mass (G). (H) Motor performance assessed by the rotarod test with maximum speed achieved. (I and J) Locomotor activity assessed by the open field test: total distance traveled (I) and average speed (J). n = 8 mice/group. Values are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

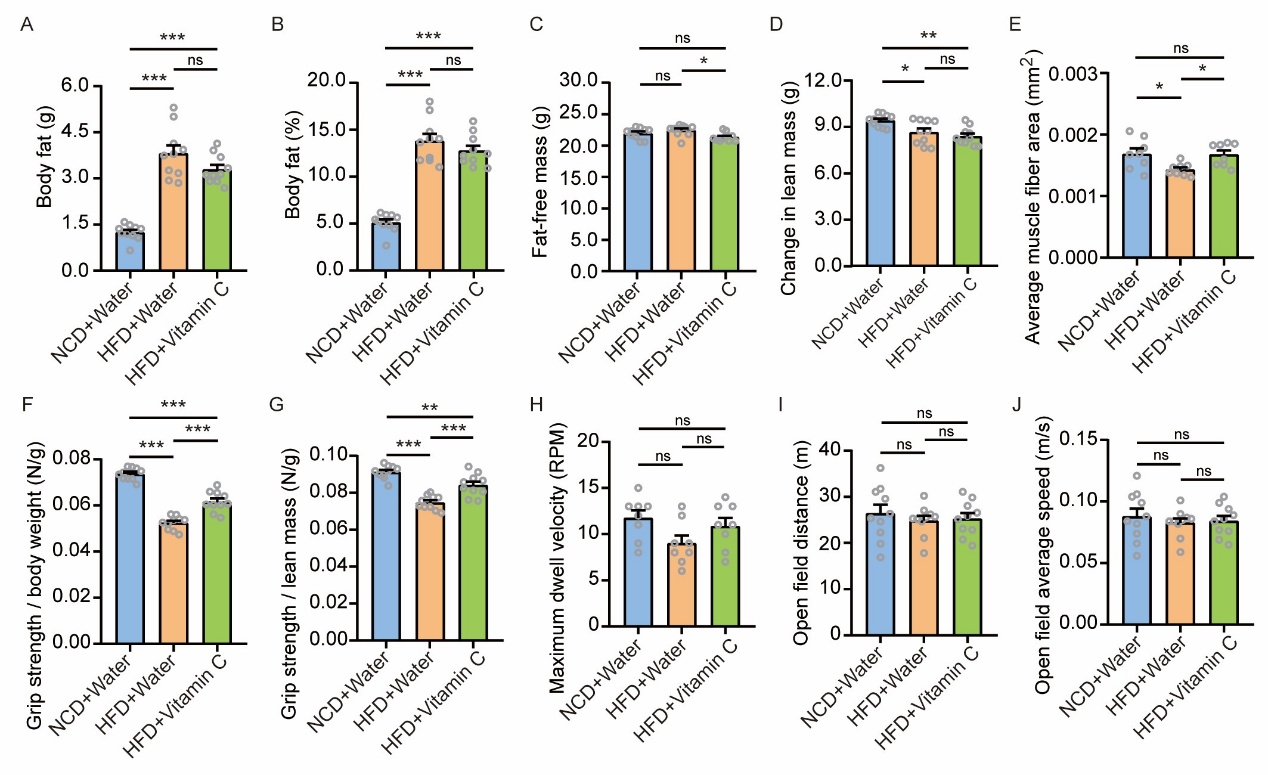

Figure S9 Vitamin C supplementation alleviates HFD-induced muscular impairments. (A-D) Body composition and functional assessments at 13 weeks (n=10/group): body fat mass (A), body fat percentage (B), fat-free mass (C), and total body lean mass (D). (E) Quantification of average muscle fiber cross-sectional area (n = 8/group). (F and G) Muscle strength assessed by grip strength test (n = 8/group): grip strength normalized to body weight (F), and grip strength normalized to lean mass (G). (H) Motor performance assessed by the rotarod test with maximum speed achieved (n = 8/group). (I and J) Locomotor activity assessed by the open field test (n = 10/group): total distance traveled (I) and average speed (J). Data are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

**Supplementary references**

[S1] De Onis M; Onyango A W; Borghi E, et al.Development of a WHO growth reference for school-aged children and adolescents.*Bull World Health Organ*,**2007**, 85 (9): 660-7.<https://doi.org/10.2471/blt.07.043497>.

[S2] Marshall W A; Tanner J M.Variations in the pattern of pubertal changes in boys.*Arch Dis Child*,**1970**, 45 (239): 13-23.<https://doi.org/10.1136/adc.45.239.13>.

[S3] Cruz-Jentoft A J; Baeyens J P; Bauer J M, et al.Sarcopenia: European consensus on definition and diagnosis: Report of the European Working Group on Sarcopenia in Older People.*Age Ageing*,**2010**, 39 (4): 412-23.<https://doi.org/10.1093/ageing/afq034>.

[S4] China N H a F P C O T P S R O. Screening for overweight and obesity among school-age children and adolescents: WS/T 586-2018[S].National Health and Family Planning Commission of the People's Republic of China,2018.

[S5] Wang C; Yue F; Kuang S.Muscle Histology Characterization Using H&E Staining and Muscle Fiber Type Classification Using Immunofluorescence Staining.*Bio Protoc*,**2017**, 7 (10).<https://doi.org/10.21769/BioProtoc.2279>.

[S6] Mehlem A; Hagberg C E; Muhl L, et al.Imaging of neutral lipids by oil red O for analyzing the metabolic status in health and disease.*Nat Protoc*,**2013**, 8 (6): 1149-54.<https://doi.org/10.1038/nprot.2013.055>.

[S7] Li C; Yan Y; Cheng J, et al.Toll-Like Receptor 4 Deficiency Causes Reduced Exploratory Behavior in Mice Under Approach-Avoidance Conflict.*Neurosci Bull*,**2016**, 32 (2): 127-36.<https://doi.org/10.1007/s12264-016-0015-z>.

[S8] Dobin A; Davis C A; Schlesinger F, et al.STAR: ultrafast universal RNA-seq aligner.*Bioinformatics*,**2013**, 29 (1): 15-21.<https://doi.org/10.1093/bioinformatics/bts635>.

[S9] Liao Y; Smyth G K; Shi W.featureCounts: an efficient general purpose program for assigning sequence reads to genomic features.*Bioinformatics*,**2014**, 30 (7): 923-30.<https://doi.org/10.1093/bioinformatics/btt656>.

[S10] Frankish A; Diekhans M; Ferreira A M, et al.GENCODE reference annotation for the human and mouse genomes.*Nucleic Acids Res*,**2019**, 47 (D1): D766-d773.<https://doi.org/10.1093/nar/gky955>.

[S11] Bardou P; Mariette J; Escudié F, et al.jvenn: an interactive Venn diagram viewer.*BMC Bioinformatics*,**2014**, 15 (1): 293.<https://doi.org/10.1186/1471-2105-15-293>.

[S12] Mishra M; Kane A E; Young A P, et al.Age, sex, and frailty modify the expression of common reference genes in skeletal muscle from ageing mice.Mech Ageing Dev,2023, 210: 111762.https://doi.org/10.1016/j.mad.2022.111762.

[S13] Fan X; Yao H; Liu X, et al.High-Fat Diet Alters the Expression of Reference Genes in Male Mice.Front Nutr,2020, 7: 589771.https://doi.org/10.3389/fnut.2020.589771.

[S14] Billich N; Adams J; Carroll K, et al.The Relationship between Obesity and Clinical Outcomes in Young People with Duchenne Muscular Dystrophy.Nutrients,2022, 14 (16).https://doi.org/10.3390/nu14163304.

[S15] Goldman V; Ryabets-Lienhard A; Howard L, et al.Obesity Management in Youth with Duchenne Muscular Dystrophy: A Review of Metformin and Alternative Pharmacotherapies.Child Obes,2025, 21 (2): 103-112.https://doi.org/10.1089/chi.2024.0297.

[S16] Deheuninck J; Luo K.Ski and SnoN, potent negative regulators of TGF-beta signaling.*Cell Res*,**2009**, 19 (1): 47-57.<https://doi.org/10.1038/cr.2008.324>.

[S17] Liu D; Black B L; Derynck R.TGF-beta inhibits muscle differentiation through functional repression of myogenic transcription factors by Smad3.*Genes Dev*,**2001**, 15 (22): 2950-66.<https://doi.org/10.1101/gad.925901>.

[S18] Wrighton K H; Liang M; Bryan B, et al.Transforming growth factor-beta-independent regulation of myogenesis by SnoN sumoylation.*J Biol Chem*,**2007**, 282 (9): 6517-24.<https://doi.org/10.1074/jbc.M610206200>.

[S19] Pette D; Staron R S.Myosin isoforms, muscle fiber types, and transitions.*Microsc Res Tech*,**2000**, 50 (6): 500-9.<https://doi.org/10.1002/1097-0029(20000915)50:6><500::Aid-jemt7>3.0.Co;2-7.

[S20] Emerald B S; Al Jailani M A; Ibrahim M F, et al.Cellular and Molecular Variations in Male and Female Murine Skeletal Muscle after Long-Term Feeding with a High-Fat Diet.Int J Mol Sci,2022, 23 (17).https://doi.org/10.3390/ijms23179547.

[S21] Ullah R; Shen Y; Zhou Y D, et al.Perinatal metabolic inflammation in the hypothalamus impairs the development of homeostatic feeding circuitry.*Metabolism*,**2023**, 147: 155677.<https://doi.org/10.1016/j.metabol.2023.155677>.

[S22] Iglesias P.Muscle in Endocrinology: From Skeletal Muscle Hormone Regulation to Myokine Secretion and Its Implications in Endocrine-Metabolic Diseases.J Clin Med,2025, 14 (13).https://doi.org/10.3390/jcm14134490.

[S23] Ghanim H; Dhindsa S; Batra M, et al.Effect of Testosterone on FGF2, MRF4, and Myostatin in Hypogonadotropic Hypogonadism: Relevance to Muscle Growth.J Clin Endocrinol Metab,2019, 104 (6): 2094-2102.https://doi.org/10.1210/jc.2018-01832.

How the deposited data were processed for this re-analysis (not part of the article)

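Bulk RNA sequencing measured polyadenylated RNA of the TA muscle of 16 male mice, 4 in each of the groups Juvenile-NCD, Juvenile-HFD, Adult-NCD and Adult-HFD. The authors trimmed reads with Cutadapt 4.9, aligned them with STAR 2.7.11a and counted them per gene with featureCounts 2.0.3, and the deposited files hold these counts, as whole numbers without normalization. The paper used DESeq2 1.42.0. Of the 55401 genes in the files, 54349 have the same identifier and version in Gencode M21, which gave names and positions on GRCm38, 55141 have the same identifier without the version, and 260 have no name there. Reads were not aligned again, so how the strand and reads with several matches were handled is as the authors chose. Sequence shared between genes was measured in windows of 75 bases of the annotated transcripts, and overlap as the share of exon bases.

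Here the counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10, libraries were scaled by TMM, and group means were compared with edgeR's quasi-likelihood test, 2-sided, with Benjamini-Hochberg adjustment over all genes tested. Each pair of groups was fitted on its own 8 mice, and the interaction of diet and age on all 16. Genes were also called by the paper's thresholds of 0.05 on the unadjusted p and 0.5 on the log2 fold change. A prior count of 2 was used for log2 CPM. Lists were tested with camera at a preset correlation of 0.01, 2-sided, with Benjamini-Hochberg adjustment over 8 lists, and with a one-sided Fisher's exact test adjusted over 7 tests. Means of single genes and lists were compared by exact permutation tests over the 35 splits of 8 mice. The 8 lists cover lipid oxidation, muscle development, ECM, cell-substrate adhesion, amino acid metabolism, xenobiotic metabolism, cell cycle and growth signalling. They, and lists of immediate-early, heat shock, circadian, adipocyte, tendon, peripheral nerve, slow fibre, fast fibre, endothelial, macrophage and blood genes, were written by hand, since no GO annotation was used.

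Genes named in the text are the 19 the paper measures, the 5 genes with the smallest p in each direction of each comparison among those with an adjusted p under 0.05 and groups without overlap (the smallest p of all where fewer than 5 passed, and overlap was not considered in the interaction), up to 6 genes of each list in the list's direction, and up to 4 of the most abundant genes of the other lists. Some genes that meet this rule are not named. The groups, lists, tests of the comparisons, this rule and 13 alternatives besides leaving out each mouse were fixed before the data were examined. Some tests of explanations for single results were chosen later and are named as such below. Alternatives were DESeq2 with and without independent filtering, DESeq2's size factors, no filter on low counts, at least 10 counts in every mouse, all 16 mice in 1 fit, the replicate number as a block, calls by adjusted p, an estimated correlation, fry, Reactome sets supplied with the fgsea package, the muscle development list without its immediate-early genes and without the 6 genes of Figure 4A, and each mouse left out in turn. A further 3, offsets for GC content and transcript length, removal of mitochondrial genes, and the muscle development list without both sets of genes, were added after the data had been seen.

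Depth was 13676793 to 18999950 counts per mouse. The male sex of the mice was checked by the Y-linked gene Ddx3y, which had 102.629 to 169.738 CPM. The procedure was tested on simulated data with 200 changed genes per comparison. It recovered 157, 156 and 151 of them in the comparisons of 8 mice and 113 in the interaction, 0 in the wrong direction, and called 12, 6, 12 and 6 unchanged genes by adjusted p against 290, 271, 272 and 525 by the paper's thresholds. Camera called 0 of 6 unshifted lists, fry 1 of 6 and Fisher's exact test 1 of 3. Genes were simulated as independent of one another. These counts thus do not show how the list tests behave where genes of a list correlate, as those of the ECM list did in adult mice (estimated correlation 0.53). RT-qPCR, histology and animal measurements were not analysed here, apart from a comparison of directions with the RT-qPCR values the paper supplies.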

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

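Each result here differs between the ages by a test, lies outside what the paper discusses, or is a mouse far from the others of its group. The tests of heat shock genes, GC content and length, mitochondrial genes, dissected fat, Adult-NCD replicate 3, the tendon score and relations within groups were chosen only after the result was seen. Adjusted p are from camera unless another test is named.

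In single mice, a gap to the rest of the group was large for 10 of 184 groups over 46 measures, where chance gives 9.2. Juvenile-NCD replicate 1 had 20140 genes detected (others 20803 to 20905), replicate 3 a cell cycle list value of 0.41 and replicate 4 10832.6 CPM of Myh1. Juvenile-HFD replicate 1 had a xenobiotic metabolism value of 0.00944. Adult-NCD replicate 3 had values of -0.23 for xenobiotic metabolism, -0.27 for circadian and 0.27 for fast fibre genes. Adult-HFD replicate 2 had 12.2 CPM of Adipoq, 38.3 of Cfd and 11.1 of Lep, against at most 1.69, 6.77 and 0.504 in the other mice of its group. No biological explanation was tested.

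Adult-NCD replicate 3 also lay apart on the second principal component. Offsets for GC content and transcript length left its score at -68.1 and removing mitochondrial genes at -67.5, which argues against either as the whole cause. Its lipid oxidation value of -0.14 is below every Adult-HFD mouse, which argues against an exchange of diet labels. A difference in tissue handling may remain and was not tested.

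Per1 and Jun had an interaction of diet and age at adjusted p of 0.0440 and 0.0451 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 100 random regroupings of diet within each age, the real one included, 3 gave as many genes. Without Adult-HFD replicate 2, 83 genes passed. The lists with an interaction were lipid oxidation (5.39e-05), muscle development (1.41e-05), ECM (6.96e-22), amino acid metabolism (0.0162), immediate-early (6.65e-16), heat shock (4.30e-08), circadian (0.0376), adipocyte (4.65e-04), tendon (1.41e-04), peripheral nerve (0.00629) and macrophage (4.53e-05). By both fry and an estimated correlation only muscle development and heat shock stayed under 0.05. Amino acid metabolism genes were lower in adult mice on the HFD by 0.15 in the mean (exact permutation p = 0.0286). The list tests without a covariate did not call this (0.0604, fry 0.0752, estimated correlation 0.320). With the tendon score as a covariate, a fit made for the ECM list, camera gave 0.00176 and fry 0.0431.

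On the HFD in juvenile mice, immediate-early genes were lower (2.70e-41, 30 of 35 genes), as were heat shock (6.15e-21, 14 of 14), circadian (0.00552, 13 of 17), fast fibre (8.62e-06, 12 of 12) and blood genes (5.76e-04, 5 of 5). Adipocyte (1.30e-09, 14 of 15), tendon (0.0136), peripheral nerve (6.87e-04) and macrophage genes (0.0296) were higher. Of these lists only immediate-early and heat shock stayed under 0.05 by both fry and an estimated correlation. Among the most abundant genes, Jun fell from 499 to 179 CPM, Dusp1 from 318 to 154 and Hspa8 from 917 to 682, and each of them is expressed in all 4 groups. In adult mice immediate-early (0.0286), tendon (0.00512), macrophage (0.00417) and blood genes (0.0128) were lower, none by fry. With age in NCD-fed mice, immediate-early (1.15e-31), heat shock (2.20e-11), tendon (1.37e-11) and macrophage genes (0.00163) were lower. By both fry and an estimated correlation the first 3 stayed under 0.05 and macrophage genes did not (0.194 and 0.503). This comparison shares the Juvenile-NCD mice with the juvenile diet comparison. The slow fibre and endothelial lists passed in none of the comparisons, their smallest adjusted p being 0.211 with age and 0.423 with age. Xenobiotic metabolism genes were higher on the HFD in juvenile mice, which the paper does not report (adjusted p = 1.02e-04, estimated correlation 0.0270, fry 0.00306, 28 of 41 genes, median 0.16). The list means differed by 0.19 without overlap (exact permutation p = 0.0286), and 1 gene had an adjusted p under 0.05 by edgeR's quasi-likelihood test. In adult mice the list gave 0.132 and for the interaction 0.539. Leaving out single mice and the other alternatives were not run for this comparison of the list, and no explanation was tested.

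Immediate-early and heat shock genes lower on the HFD in juvenile mice could come from a response at dissection that was stronger in Juvenile-NCD mice. The heat shock median of -0.40 goes with that, and also with a diet effect, and the order of dissection is not known here, so they cannot be told apart. Within groups, Myog correlated with the immediate-early list with r of 0.511 (permutation p = 0.0667) and Myf6 with r of 0.484 (permutation p = 0.0399, adjusted 0.0797 over 4 relations), which leaves this open for these genes. As the whole cause of the muscle development result it is argued against by the list without its immediate-early genes (2.86e-04). The list without its immediate-early genes and without the 6 genes of Figure 4A did not follow the other immediate-early genes within groups (r = -0.190, permutation p = 0.533). This does not bear on Myog and Myf6, which are among those 6. The list without its immediate-early genes still holds Myog and Myf6. Without the 6 genes of Figure 4A too, a choice made after the data had been seen, the list gave 0.0364. Its median was then -0.06 and 0 genes had an adjusted p under 0.05, so the argument is weak there. Time of day may differ between the groups, but the clock-gene phase differed by -0.0531 between the juvenile groups, which decides nothing. Slow fibre genes (0.828) leave a change of fibre share open.

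Adipocyte genes higher in juvenile mice on the HFD had a median of 0.97. Fat dissected with the muscle, or fat within it, may account for this, and they cannot be told apart, since both bring the same transcripts. Plin4, the most abundant of them, is also expressed in muscle and went from 373 to 407 CPM (log2 fold change 0.13).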

How the results depend on the processing

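The tests with offsets for GC content and length, without mitochondrial genes, and without both gene sets of the muscle development list were chosen only after the result was seen. The cause of the changes below was not tested. Of the list results, 378 stayed the same under the alternatives, 21 weakened, 5 strengthened and 12 reversed, and of the counts 246 stayed within 1.5 times and 85 moved. For single genes, 2570 values stayed the same, 133 weakened, 75 strengthened and 49 reversed. Not every alternative was run for each of these results, and the interaction, for example, has no count with DESeq2's independent filtering. The numbers above cover only the alternatives that were run, so they do not show that a result holds under all of them. DESeq2's size factors in place of TMM moved no count of genes by 1.5 times.

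Without a filter on low counts, the paper's thresholds gave 860 higher and 615 lower genes in juvenile mice, 666 and 1150 in adult mice and 997 higher with age. Adjusted p gave 420 and 353 in juvenile and 141 and 133 in adult mice. There were 547 genes lower in juvenile mice only, 1082 in adult mice only and 281 for the interaction. DESeq2 on all genes gave by adjusted p 140 higher and 130 lower in juvenile mice, 117 and 62 in adult mice, 431 higher with age and 48 for the interaction. With its independent filtering these were 183 and 185, 166 and 99, and 596 and 876. All 16 mice in 1 fit gave 42 higher in juvenile mice, 145 and 88 in adult mice and 589 higher with age. Offsets for GC content and length gave 103 lower in juvenile mice and 0 for the interaction. Calls by adjusted p gave 1 gene lower at both ages, 66 in juvenile mice only, 6 in adult mice only and 20 higher at both.

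The replicate number as a block gave by adjusted p 101 lower genes in juvenile mice, 12 higher and 3 lower in adult mice and 0 for the interaction. Mice of the same number correlated by up to 0.163 for the juvenile diets, between -0.0997 and -0.0319 for the adult diets and between 0.0566 and 0.269 for the NCD-fed groups, too low and uneven to treat the numbers as pairs.

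Reactome sets gave from camera 0.582 for muscle development and 0.220 for ECM in juvenile mice, 0.526 in the opposite direction for muscle development and 1.98e-14 for adhesion in adult mice, 0.0595 for xenobiotic metabolism, 0.833 in the opposite direction for the cell cycle and 0.833 for growth signalling with age, and 0.102 for lipid oxidation and 0.976, reversed, for muscle development in the interaction. By Fisher's exact test they gave 0.326 for muscle development in juvenile mice, 0.316 among genes lower in juvenile mice only and 2.72e-17 for adhesion in adult mice. An estimated correlation gave 0.600 for juvenile ECM, 0.288 for adult ECM, 0.0671 for xenobiotic metabolism with age, and 0.394 for lipid oxidation and 0.207 for ECM in the interaction. Fry gave 0.631, 0.0757, 0.296 and 0.0784 for the same lists apart from xenobiotic metabolism, and 0.845 for adult muscle development, reversed. That list was reversed also without the filter (0.857) and with the block (0.962). Juvenile ECM was 0.142 with all 16 mice in 1 fit and the cell cycle 0.0956 with at least 10 counts in every mouse. DESeq2 gave 0.00267 for adult adhesion by Fisher's exact test. The list without immediate-early genes and the 6 genes of Figure 4A gave 0.0724 among genes lower in juvenile mice only.

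With 1 mouse left out, adjusted p gave 31 (without Juvenile-NCD replicate 2) to 93 (without Juvenile-HFD replicate 1) higher and 27 (without Juvenile-HFD replicate 3) to 99 (without Juvenile-HFD replicate 1) lower genes in juvenile mice. In adult mice they were 5 (without Adult-NCD replicate 2) to 47 (without Adult-NCD replicate 3) and 2 (without Adult-NCD replicate 4) to 27 (without Adult-HFD replicate 2), and by the paper's thresholds 249 (without Adult-HFD replicate 4) to 570 (without Adult-NCD replicate 1) and 445 (without Adult-HFD replicate 4) to 965 (without Adult-HFD replicate 2). With age they were 65 (without Juvenile-NCD replicate 2) to 403 and 232 to 747 (without Adult-NCD replicate 3), with 405 to 922 genes lower in adult mice only and 0 to 83 for the interaction (without Adult-HFD replicate 2). From camera, juvenile ECM ranged from 2.18e-05 (without Juvenile-HFD replicate 1) to 0.809 (without Juvenile-NCD replicate 1) and was reversed without Juvenile-HFD replicate 2 (0.423), and adult muscle development from 0.547 to 0.987. Adult adhesion by Fisher's exact test ranged from 0.00196 (without Adult-NCD replicate 3) to 0.295 (without Adult-NCD replicate 1).

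The direction of some single genes reversed. With the block, Myf5 was 0.00949 in juvenile mice, Adipoq -0.19 and Gapdh 0.0312 in adult mice, and with GC offsets Myf5 was 0.0133. Without mitochondrial genes the interaction of Myh2 was -1.94e-04. With 1 mouse left out, log2 fold changes ranged as follows. In juvenile mice Myf5 ranged from -0.10 to 0.17. In adult mice Pax7 ranged from -0.21 to 0.00459, Myf5 from -0.0798 to 0.28, Nr4a1 from -0.30 to 0.00138, Adipoq from -1.46 (without Adult-HFD replicate 2) to 1.10 and Gapdh from -0.20 to 0.0916. With age Myf5 ranged from -0.33 to 0.0856, Myh1 from -0.13 to 0.0244, Adipoq from -0.91 to 0.18, Cfd from -0.35 to 0.28, Lep from -0.20 to 1.18 and Fabp4 from -0.0518 to 0.23. In the interaction Myf5 ranged from -0.13 to 0.29, Myh2 from -0.33 to 0.32, Lep from -4.11 to 0.29 and Gapdh from -0.0818 to 0.20.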

Differences from the paper's values

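No value the paper's text states for the numbers of genes differs by more than 1.5 times from that of the main edgeR fit. Some alternatives exceeded this ratio. By the paper's thresholds, DESeq2 on all genes gave 529 higher and 803 lower genes in adult mice, both over 1.5 times the paper's counts. On the genes kept by its independent filtering it gave 425 and 711, which stayed within the ratio. No comparison here rests on a test chosen only after the result was seen.

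The paper links the genes lower on the HFD in adult mice to cell-substrate adhesion. Here the adhesion list gave an adjusted p of 0.0783 by Fisher's exact test and 0.307 from camera. The settings fixed before the data were examined that called it were DESeq2 on all genes (0.00267 by Fisher's exact test), the Reactome set (2.72e-17, and 1.98e-14 from camera), and the fits without Adult-NCD replicate 3 (0.00196) and without Adult-HFD replicate 2 (0.00596).

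From RT-qPCR the paper states that Myf5, Myod, Myh2 and Myh4 are lower on the HFD in juvenile mice. In the RNA sequencing Myf5 had a log2 fold change of -1.67e-04 (adjusted p = 1.00), Myod1 of -0.66 (0.199), Myh2 of 0.45 (0.458) and Myh4 of -0.24 (0.433), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The RT-qPCR of these genes used 8 mice per group, and the paper names no adjustment over genes for it. The p here are adjusted over all genes, on 4 mice per group. Myod1 and Myh4 were lower by both methods. Adjusted over the 19 genes the paper measures, Myod1 had 0.0148, and with the replicate number as a block it had 0.00855 over all genes. With DESeq2 Myod1 had 0.584. From RT-qPCR the paper also states that Adipoq, Lep, Fabp4 and Pparg are higher on the HFD in juvenile mice. Its Figure 4F marks Lep as not significant and gives Fabp4 a p above 0.05, so for these genes it is unclear what the paper claims. In the RNA sequencing Fabp4 passed an adjusted p of 0.05, while Adipoq had a log2 fold change of 1.59 (adjusted p = 0.104), Lep of 2.28 (0.121) and Pparg of 0.59 (0.105), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the 19 genes the paper measures, Adipoq had 0.00465, Lep 0.00565 and Pparg 0.00465. With the replicate number as a block Adipoq had 0.0179 and Lep 0.0173 over all genes. With DESeq2 Lep had 0.0277, Adipoq 0.200 and Pparg 0.0876.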

Other observations

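The tests of offsets for GC content and length, of mitochondrial genes, of the tendon and adipocyte scores, of Fabp3-ps1 and of relations within groups were chosen only after the result was seen. The rest were written before their results were seen.

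For each of the 3 comparisons of 4 mice against 4, by the paper's thresholds and by adjusted p, 1 of the 35 splits of the 8 mice, the real one, gave as many genes. In juvenile mice the other splits gave a median of 251 and at most 506 genes by the paper's thresholds and at most 4 by adjusted p, in adult mice 243, 770 and 3, and for age 291.5, 966 and 0. The paper's thresholds thus call many genes in regrouped mice too. Splits that keep most mice of a group together still hold part of the real difference, so these numbers are not a rate of false calls.

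The lower ECM list in adult mice may come partly from tendon or fascia carried into some dissections. Tendon genes had a median of -0.81 and, within groups, correlated with the ECM list with r of 0.952 (permutation p = 2.4e-04). Adult-HFD replicate 2, whose ECM list lay at -0.32, had a tendon value of 0.11, against -2.75, -0.93 and -3.78 in replicates 1, 3 and 4. Thbs4 fell from 104 to 82.3 CPM and Fmod from 75.8 to 47.5. With the tendon score as a covariate, the median of the ECM list without tendon genes went from -0.62 to -0.30, and camera still gave an adjusted p of 2.12e-12. Fry gave 0.0631 with the covariate and 0.0702 without it, which decides nothing. Whether tendon is the whole cause thus cannot be told apart from a change in the muscle's own matrix. A diet effect remains open. Offsets for GC content and length left the ECM list at 1.90e-24, which argues against them as its cause.

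For the higher lipid oxidation list, adipocytes are an unlikely whole cause at either age. The list shares no gene with the adipocyte list. With a score from the adipocyte list as a covariate, it was still higher in juvenile mice (adjusted p = 0.0108 from fry and 4.16e-61 from camera) and in adult mice (0.0190 and 9.80e-49). Without 12 genes that fat also expresses strongly, by general knowledge, among them Lipe, Lpl, Cd36 and Pnpla2, the other 37 gave 0.0108 and 1.85e-52 in juvenile mice and 0.0310 and 8.80e-38 in adult mice. In juvenile mice this covariate took the median of the adipocyte genes from 0.97 to 0.15, and a part from adipocytes stays open there. In adult mice the median without it was -0.0245, with 6 genes higher and 7 lower, which decides nothing by itself. The 10 list genes most abundant in these muscles had a median of 0.86 in adult mice, which decides nothing either, since they are part of the list. Offsets for GC content and length gave 2.21e-49 and removing mitochondrial genes 3.93e-48, and for muscle development in juvenile mice the offsets gave 2.22e-07, which argues against these trends. A response of the muscle to the diet remains as a hypothesis.

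Fabp3-ps1 may rise because it receives reads of Fabp3. Its log2 fold change in adult mice differed from that of Fabp3 by -0.0275.

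The direction of the RNA sequencing matched that of the RT-qPCR values the paper supplies for 15 of 18 genes in juvenile and 9 of 17 in adult mice. Among the 15 is Myf5 with a log2 fold change of -1.67e-04, a direction that reversed in several alternatives, so its match decides nothing. In adult mice the directions of Pax7, Myf5, Nr4a1 and Adipoq reversed when single mice were left out. In juvenile mice the exceptions were Myh2 (the paper's log2 ratio -0.79 against 0.45), Myh7 (-0.47 against 0.89) and Cfd (-0.72 against 1.11). In adult mice they were Pax7, Myog, Myf5, Myf6, Btg2, Skil, Fabp4 and Cfd, the last with 1.10 against -0.86.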
